# Feeding neurons integrate metabolic and reproductive states in mice

**DOI:** 10.1016/j.isci.2023.107918

**Published:** 2023-09-14

**Authors:** Megan G. Massa, Rachel L. Scott, Alexandra L. Cara, Laura R. Cortes, Paul B. Vander, Norma P. Sandoval, Jae W. Park, Sahara L. Ali, Leandro M. Velez, Huei-Bin Wang, Shomik S. Ati, Bethlehem Tesfaye, Karen Reue, J. Edward van Veen, Marcus M. Seldin, Stephanie M. Correa

**Keywords:** Physiology, Neuroscience, Cellular neuroscience

## Abstract

Balance between metabolic and reproductive processes is important for survival, particularly in mammals that gestate their young. How the nervous system coordinates this balance is an active area of study. Herein, we demonstrate that somatostatin (SST) neurons of the tuberal hypothalamus alter feeding in a manner sensitive to metabolic and reproductive states in mice. Whereas chemogenetic activation of SST neurons increased food intake across sexes, ablation decreased food intake only in female mice during proestrus. This ablation effect was only apparent in animals with low body mass. Fat transplantation and bioinformatics analysis of SST neuronal transcriptomes revealed white adipose as a key modulator of these effects. These studies indicate that SST hypothalamic neurons integrate metabolic and reproductive cues by responding to varying levels of circulating estrogens to modulate feeding differentially based on energy stores. Thus, gonadal steroid modulation of neuronal circuits can be context dependent and gated by metabolic status.

## Highlights

• Activation of somatostatin neurons increased feeding across sex
• Somatostatin neuron ablation decreased feeding in low body mass, proestrus females
• Tuberal nucleus somatostatin neurons are sensitive to estrogens and adipokines
• Somatostatin neurons integrate reproductive and metabolic cues to alter feeding

## Introduction

The homeostatic processes of metabolism and reproduction are mutually dependent on one another. Reproductive milestones, including pregnancy and quiescence, result in major metabolic shifts,^1^^,^^2^^,^^3^ and metabolic status can gate reproductive function in menstrual and estrual mammals. Pubertal onset has been shown to require a critical threshold of body fat,^4^^,^^5^ and increasing adiposity is associated with a decreasing age of pubertal onset in individuals with ovaries in particular.^6^ During reproductive years, undernutrition can acutely disrupt menstrual cyclicity^7^ via hypogonadotropic hypogonadism^8^ and result in fewer successful pregnancies.^9^ Rodent models have been used to investigate the effects of sex variables on metabolic tissues. Estradiol has been shown to regulate key metabolic processes such as adiposity,^1^ thermogenic capacity and locomotion,^1^^,^^10^^,^^11^^,^^12^^,^^13^ and feeding,^14^ while sex chromosome complement has been demonstrated to affect fat deposition and energy output.^15^ However, few studies have investigated the mechanisms by which both metabolic and reproductive status reciprocally interact to modulate behavior.

A candidate region for the seat of this interaction is the tuberal hypothalamus, the central region of the hypothalamus typically thought to be comprised of the mediobasal hypothalamus (arcuate nucleus, ventromedial nucleus, and median eminence), dorsomedial nucleus, lateral hypothalamic area, and the lateral tuberal nucleus (TN) (N.B.: to prevent confusion, references to the specific lateral tuberal nucleus are abbreviated TN, whereas “tuberal hypothalamus” and “tuberal hypothalamic” refer to the greater anatomical spatial designation -- the “middle” of the hypothalamus on the rostral-caudal axis -- encompassing the listed nuclei.). Positioned near the third ventricle and partially outside of the blood–brain barrier,^16^ the mediobasal hypothalamus is situated as a nexus region with the ability to sample circulating homeostatic hormones and relay relevant information to other regions of the brain. Importantly, both this region and the greater tuberal hypothalamus are sensitive to and vital for both reproductive and metabolic homeostasis. For instance, in addition to the role of kisspeptin neurons in the arcuate nucleus as key modulators of estrogen-mediated negative feedback in the hypothalamic-pituitary-ovarian axis,^17^^,^^18^^,^^19^ they also require epigenetic de-repression for menarche.^20^^,^^21^ The arcuate nucleus is also home to the canonical homeostatic feeding neurons—appetitive agouti-related peptide (AgRP)/neuropeptide Y (NPY) neurons and satiety-related proopiomelanocortin neurons—which can not only detect and respond to sensory and metabolic cues including leptin, ghrelin, and insulin^22^^,^^23^^,^^24^ but also regulate non-feeding metabolic processes such as bone mass^25^ and insulin resistance via modulation of brown adipose.^26^ The ventromedial nucleus of the hypothalamus, and in particular the ventrolateral subregion, is important for various functions across sexes, including mating behavior (reviewed by Kammel and Correa^27^). Distinct, estrogen-sensitive cellular populations in the ventrolateral ventromedial nucleus contribute to various aspects of metabolism, including locomotion^10^^,^^28^^,^^29^ and thermoregulation.^30^ Given the substantive neuronal heterogeneity within a small brain region, it is unsurprising that these populations form complex functional interactions. For example, simulation of starvation via chronic chemogenetic activation of appetitive arcuate AgRP neurons has been demonstrated to acutely disrupt estrous cyclicity,^31^ providing a neuronal contributor to the link between metabolic state and reproductive function.

Somatostatin (SST) is a key neuropeptide long known to be involved in the regulation of feeding.^32^^,^^33^^,^^34^^,^^35^^,^^36^^,^^37^^,^^38^^,^^39^^,^^40^^,^^41^ Its expression marks many distinct populations within the tuberal hypothalamus. Two such prominent populations are seen in the arcuate nucleus (ARC) and TN. While the ARC is an uncontested member of the mediobasal hypothalamus, the TN straddles the mediobasal hypothalamus and lateral hypothalamic area. It is an understudied region marked by expression of SST, which has been mostly characterized in rats. Somatostatin neurons in both the ARC (ARC^SST^) and TN (TN^SST^) regulate food intake,^42^^,^^43^^,^^44^^,^^45^ and SST expression within the greater hypothalamus is regulated by circulating gonadal steroids.^46^ Studies across various animals have found that ARC^SST^ neurons both colocalize with estrogen receptor^47^ and seem to be responsive to estrogens.^48^ While the TN has not been directly analyzed for gonadal steroid receptor presence, studies have found the TN to be closely apposed to two highly estrogen-sensitive regions, ventrolateral region of the ventromedial hypothalamus^49^ and the lateral hypothalamic area,^42^ suggesting that the TN may also be estrogen sensing.^49^^,^^50^^,^^51^^,^^52^^,^^53^ Furthermore, SST signaling in the ARC influences or can be influenced by the hypothalamic-pituitary-gonadal axis across a variety of species.^47^^,^^48^^,^^54^^,^^55^ Thus, SST neurons in these regions are excellent prospective candidates for integrating metabolic and reproductive cues to affect feeding based on anatomical location, sensitivity to circulating reproductive hormones, detection of metabolic hormones such as ghrelin,^43^ and promotion of feeding behavior. Indeed, whole-body knockouts of SST exhibit weight gain that is exacerbated by sex category and high-fat diet.^56^

Here, we use mice to interrogate the role that SST neurons of tuberal hypothalamus play in integrating metabolic and reproductive cues to affect feeding. SST neurons exhibited differential control of feeding in female and male mice (defined by anogenital distance at weaning and postmortem inspection of the gonads), with neuronal ablation decreasing food intake only in females. This effect was primarily due to a decrease in food intake during proestrus, when circulating ovarian hormones are at high concentrations, and was only observed in animals with a low body mass. To determine whether adiposity could mediate the effect of body mass on food intake, fat transplantation experiments were performed. Increased white adipose tissue was sufficient to alter SST neuronal modulation of food intake. Together, these data reveal a context-dependent role for SST neurons of the tuberal hypothalamic region in the regulation of food intake, by which SST neurons tune feeding behavior in response to metabolic and reproductive states.

## Results

### Chemogenetic activation of TN^SST^ neurons increases food intake in female and male mice

To test the role of TN^SST^ neurons across sexes, an adeno-associated virus (AAV) expressing a Cre-dependent Gq-coupled hM3Dq^57^ was stereotaxically injected to the TN of *Sst-Cre* mice (Figures 1A–1C). Overall, activation of TN^SST^ neurons using the small-molecule ligand clozapine-N-oxide (CNO) increased daytime food intake over a 4-h testing period in both females and males, with no sex differences apparent (hM3Dq∗treatment∗time∗sex, F(2,105) = 0.5982, p = 0.5517; Figure 1D). Control animals without expression of hM3Dq-mCherry confirmed no effect of CNO alone, while within-subjects comparisons of animals expressing hM3Dq in TN^SST^ neurons indicated an increase in feeding upon CNO-induced cellular activation. There was a significant interaction between hM3Dq presence and treatment (saline v. CNO), both over time (treatment∗hM3Dq∗time, F(2,105) = 3.2964, p = 0.0409) and irrespective of time (treatment∗hM3Dq, F(1,105) = 35.2054, p < 0.0001). The effect of neuronal activation (genotype-by-treatment interaction) was most prominent across sexes at 4 h post-CNO injection (females: F(1,12) = 10.0208, p = 0.0081; males: F(1,9) = 12.1521, p = 0.0069), though males also exhibited a significant activation-by-treatment interaction at 2 h post-CNO administration (F(1,9) = 8.6957, p = 0.0163). Post hoc within-subjects analyses of animals bilaterally transduced with hM3Dq-mCherry indicated a significant increase in food intake during activation by CNO as compared to treatment with saline control (females overall: t(31) = 2.8486, p = 0.007732; males at 2 h: t(5) = 2.9701, p = 0.0311; males at 4 h: t(5) = 3.3263, p = 0.0286). Thus, activating TN^SST^ neurons elicits feeding across sexes.

**Figure 1:**
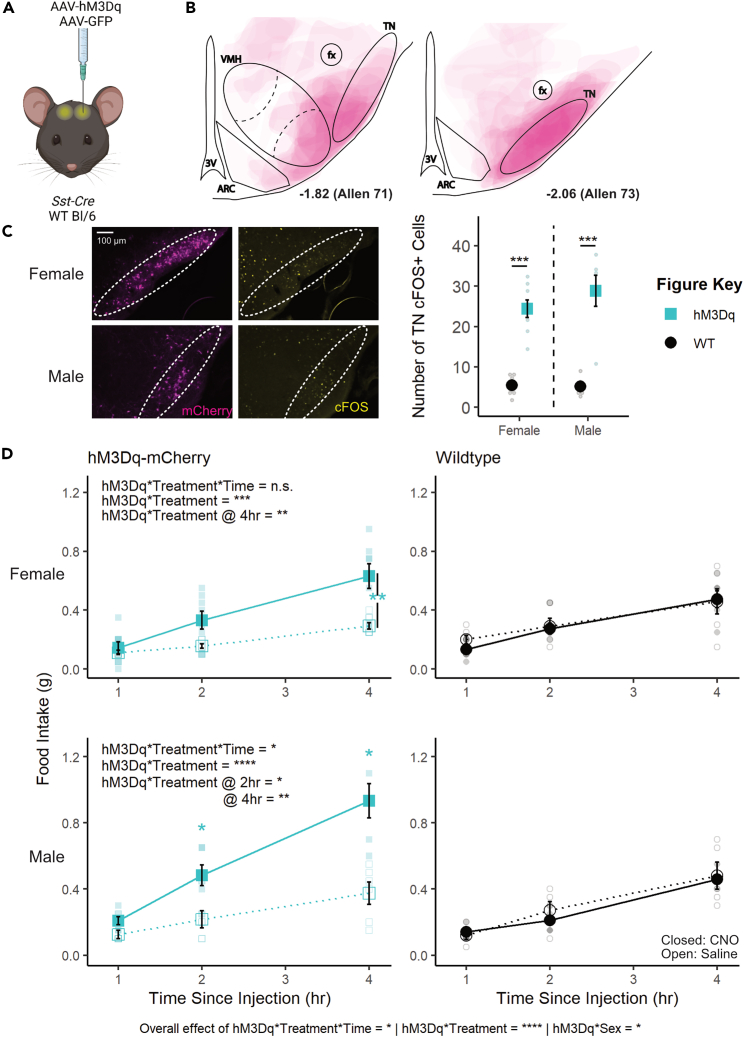
Transient activation of TN^SST^ neurons increased food intake across sexes (A) Schematic of experimental paradigm. AAVs encoding hM3Dq-mCherry or GFP within flip-excision (FLEX) cassettes were injected bilaterally into the lateral tuberal nucleus (TN) of *Sst-Cre* or wild-type mice. Created with BioRender.com. (B) Composite schematic of hM3Dq-mCherry expression. (C) Fluorescent images of mCherry (magenta) and cFOS (yellow) in the TN of *Sst-Cre* mice and quantification of cFOS+ cells in these TN 90 min after CNO injection. Mice infected with h3MDq show an increase of cFOS-positive cells 90 min after CNO injection regardless of animal sex (overall effect of hM3Dq-mCherry presence, F(1,21) = 73.634, p < 0.0001; no interaction effect, F(1,21) = 0.939, p = 0.3435). Dashed ovals indicate boundaries of the TN. Scale bar = 100 μm. (D) Activation of TN^SST^ neurons in both female and male mice leads to higher food intake within the 4-h daytime testing period (left column, interaction between hM3Dq-mCherry presence and treatment: F(2,105) = 3.2964, p = 0.0409). Within sex, only males exhibited an effect of activation and treatment over time (F(2,45) = 3.2793, p = 0.0468), though both females and males exhibited an effect of hM3Dq presence and treatment independent of time (F(1,60) = 12.7928, p = 0.0007 and F(1,45) = 25.1794, p < 0.0001, respectively). Males also exhibited a significant hM3Dq-by-treatment interaction at 2 h post-CNO (F(1,9) = 8.69, p = 0.0163). CNO did not affect food intake in wild-type control mice (right column). Mean ± SEM; ANOVA and post hoc t tests where applicable ∗p < 0.05, ∗∗p < 0.01, ∗∗∗p < 0.001, ∗∗∗∗p < 0.0001. F Control n = 6; M Control n = 5, F hM3Dq n = 8; M hM3Dq n = 6.

### Caspase ablation of SST neurons decreases food intake only in females

To determine if permanent inactivation of SST neurons in tuberal hypothalamic regions alters feeding across sexes, an AAV expressing a Cre-dependent modified caspase virus (taCasp3-TEVp^58^) was stereotaxically delivered to the TN of *Sst-Cre* mice (Figure 2A). Bilateral elimination of *Sst* expression was validated by *in situ* hybridization and pixel intensity quantification (t(5.24) = 5.44, p = 0.00247; Figure 2B). While ablation was largely targeted to the TN, there was also a significant decrease in *Sst* stain in the ARC (ablation-by-region interaction: F(3,36) = 7.31388, p = 0.001; post hoc TN t(5.24) = 5.44, p_adj_ = 0.00988; post hoc arcuate t(10) = 3.52, p_adj_ = 0.0167; Figure S1A). Mice were subjected to two 96-h food assays along with a battery of other metabolic tests. Final food intake, accounting for spillage, is depicted as an average over 24 h (Figure 2C). ANOVA revealed an overall effect of sex where males consume more food than females, as expected (F(1,38) = 14.1896, p = 0.0006).

**Figure 2:**
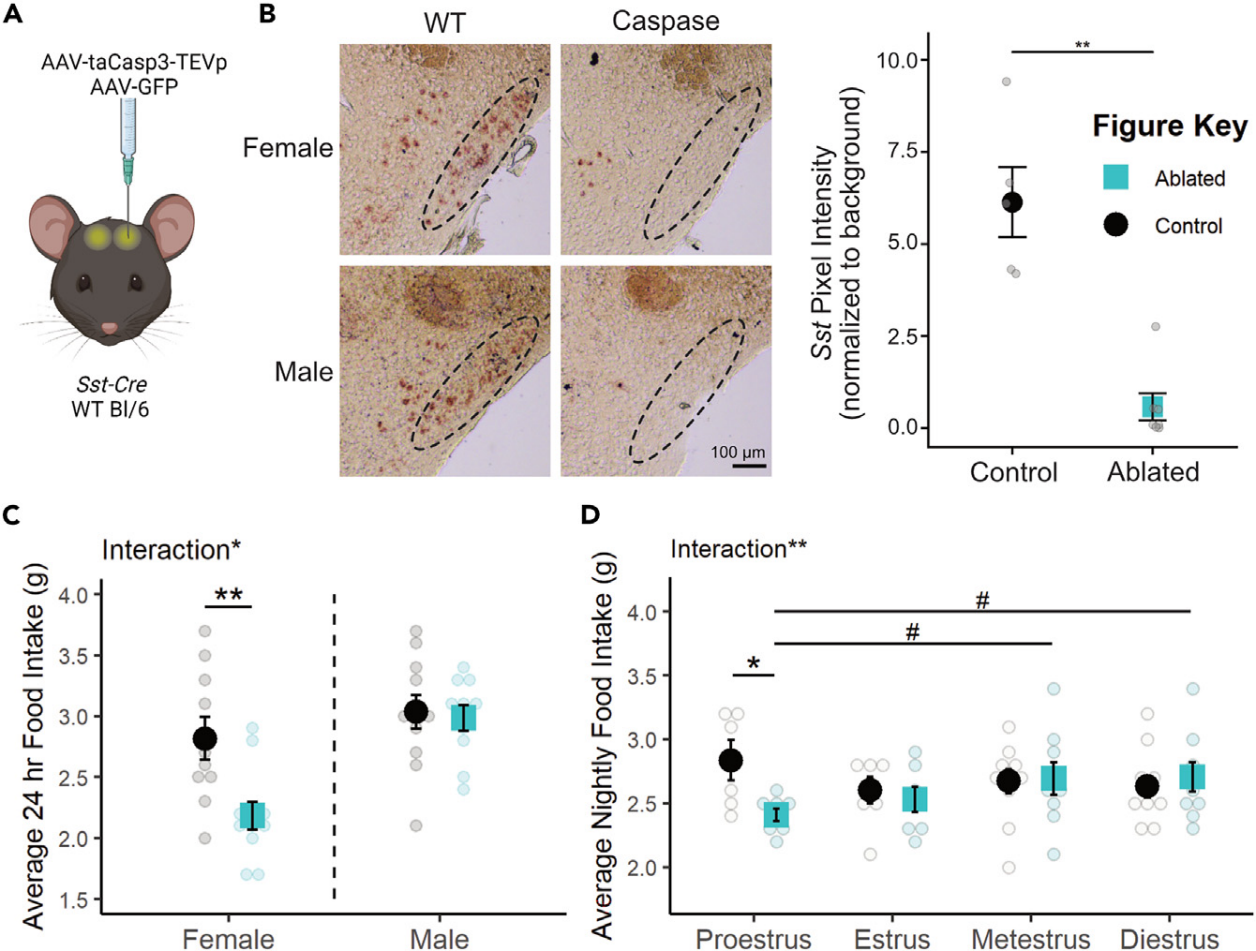
Caspase ablation of SST neurons decreased food intake only in females (A) Schematic of experimental paradigm. AAVs encoding taCasp3-TEVp or GFP within flip-excision (FLEX) cassettes were injected bilaterally into the TN of *Sst-Cre* or wild-type mice. Created with BioRender.com. (B) Representative bright-field images and quantification of *Sst* transcript expression in the TN of caspase-ablated and control animals. Dotted line indicates the boundary of the TN. Scale bar = 100 μm. Viral spread to ARC is quantified in Figure S1A. (C) Permanent SST neuronal ablation decreases average daily food intake in females but not males. F Control n = 10; M Control n = 11; F Ablated n = 11; M Ablated n = 10. (D) This decrease in food intake is detected only in the night of proestrus. Proestrus: Control n = 6, Ablated n = 8; Estrus: Control n = 7, Ablated n = 7; Metestrus: Control n = 10, Ablated n = 9; Diestrus: Control n = 10, Ablated n = 9. Mean ± SEM; ANOVA and post hoc t tests where applicable; between subjects: ∗p < 0.05, ∗∗p < 0.01; within subjects: ^#^p < 0.10.

Interestingly, the effect of SST neuron ablation differed by sex (sex-by-ablation interaction: F(1,38) = 4.6852, p = 0.0368), an effect which post hoc t tests revealed to be carried by a decrease in food intake specifically in females (t(15.671) = -3.0561, p = 0.007686, Figure 2C). This sex difference was not previously reported, but collapsing these data across sex results in an overall decrease in food intake with SST neuron ablation (t(39.86) = -2.2713, p = 0.0286), consistent with previous studies.^43^

In order to ensure this effect is due to ingestion and not repetitive motion such as gnawing,^42^ crumb mass was compared across groups. There was an overall effect of sex (F(1,38) = 7.16394, p = 0.0109) such that female mice produced more crumbs on an average day than male mice (Figure S1B). However, there was no effect of genotype (F(1,38) = 3.14328, p = 0.0843) or interaction between sex and genotype (F(1,38) = 2.70519, p = 0.1083) on crumb mass.

The female-specific effect of SST neuron ablation is modulated by estrous cycle stage. There was a significant interaction between SST neuron ablation and estrous stage (F(1,45) = 8.1581, p = 0.0065) which was predominantly due to a decrease in food intake specifically during the night of proestrus (t(5.902) = -2.6044, p = 0.04104, Figure 2D). Within-subjects analysis of mice in the neuronal ablation group suggested that nighttime food intake during proestrus was also slightly lower than consumption during metestrus (t(7) = -1.976, p = 0.0887) and diestrus (t(7) = -2.3276, p = 0.0528), although these effects across the cycle did not reach statistical significance.

Despite effects on food intake, no other metabolic measures were altered by TN^SST^ neuron ablation (see Table S1 for statistical results). SST neuron ablation did not affect telemetry measures of activity/movement (Figure S1C) or core body temperature (Figure S1D), or response to fasting glucose tolerance test (Figure S1E). SST neuron ablation did not affect body mass (Figure S1F), suggesting that the selective decrease in food intake during proestrus was not sufficient to alter body mass.

### Body mass, specifically adiposity, influences the effect of SST neuronal ablation on food intake

There was an overall interaction between body mass and estrous phase (F(1,150) = 3.9433, p = 0.04889) and between body mass and ablation (F(1,150) = 16.9924, p < 0.0001; see Table S1 for full results). Analyzing the relationship between body mass and food intake within each estrous stage revealed significant negative correlations between body mass and food intake in wild-type animals during nights of proestrus (r^2^ = 0.3263; F(1,17) = 8.235, p = 0.01062; Figure 3A) and metestrus (r^2^ = 0.2801; F(1,16) = 6.227, p = 0.0239; Figure S2A), stages with higher relative circulating estradiol levels.^59^ There were no correlations between food intake and body mass in estrus and diestrus, stages with lower relative circulating estradiol levels (Figure 3A; Figure S2A; Table S1). SST neuron ablation uncoupled this relationship with body mass in high-estradiol stages (proestrus: r^2^ = 0.00029, F(1,19) = 0.05492, p = 0.08172; metestrus: r^2^ = 0.09921, F(1,19) = 2.093, p = 0.1643), suggesting that this neuronal population is required for the body mass-dependent modulation of food intake during these stages.

**Figure 3:**
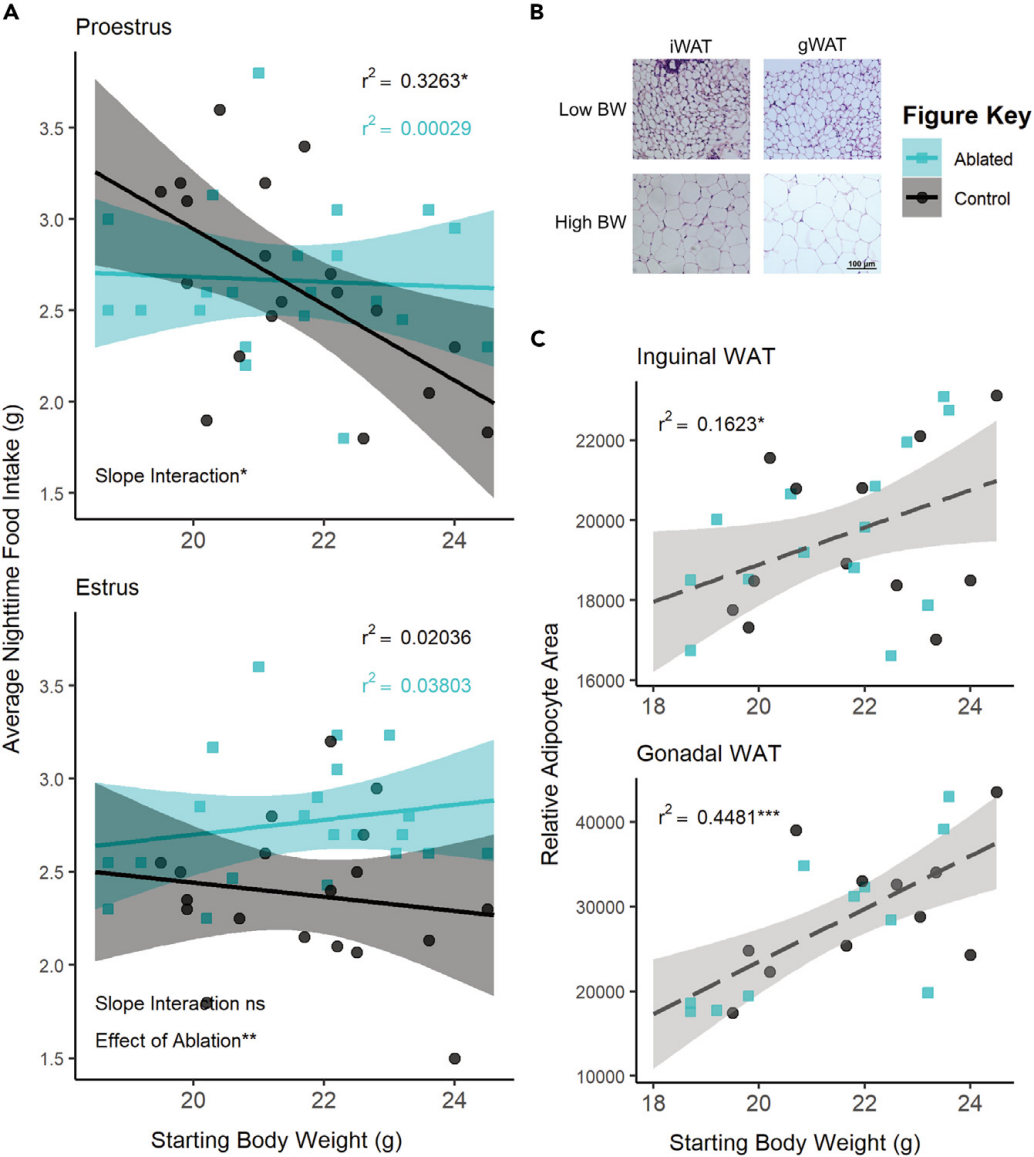
The effect of SST neuron ablation in proestrus depends on body mass or adiposity (A) Regression analysis within proestrus (top panel) and estrus (bottom panel) across all ovary-intact animals reveals an interaction between body mass and nightly food intake in females. Significant negative correlations in wild-type animals are seen in the high-estradiol phase of proestrus but not in caspase-ablated females. Control n = 19, Ablated n = 21 across stages. (B) Representative bright-field images of inguinal and gonadal white adipose tissue (iWAT & gWAT, respectively) in high and low body weight (BW) females. Scale bar = 100 μm. (C) Terminal iWAT (left) and gWAT (right) adipocyte size both positively correlate with starting body weight regardless of TN^SST^ neuron ablation (Interaction of slopes: iWAT F(1,22) = 0.2337 p = 0.6336, gWAT F(1,18) = 0.4552 p = 0.5085; difference in y-intercept: iWAT F(1,22) = 0.1417 p = 0.7103, gWAT F(1,18) = 0.000 p = 9971). Linear regression lines represent compiled data across ablation status. iWAT: Control n = 12, Ablated n = 14; gWAT: Control n = 11, Ablated n = 11. Linear regression ±95% CI; ANCOVA; ∗p < 0.05, ∗∗p < 0.01.

Ovariectomy to test the influence of ovarian secretions failed to replicate the effects of SST neuron ablation. We did not detect an interaction between ablation and gonad status (F(1,69) = 0.0109, p = 0.9173, Figure S2B), but overall food intake was lower in ovariectomized mice (F(1,69) = 4.4746, p = 0.038, Figure S2B). Body weight was not associated with food intake in either ablated or control animals (24 h: F(1,34) = 0.0076, p = 0.9311; Nightly: F(1,34) = 1.1595, p = 0.289147; Figure S2C), though examining nightly food intake only revealed an effect of ablation status on food intake overall (F(1,34) = 8.4044, p = 0.006512; Figure S2C). Given the influence of body weight on the effect of SST ablation (Figure 3A), it is possible that the lack of an effect in sham mice was at least partially due to higher body weight and altered metabolic profiles in this experiment.

Since fat mass is known to influence feeding, adiposity was examined postmortem. Postmortem adipocyte size of subcutaneous inguinal and visceral perigonadal white adipose tissue (iWAT and gWAT, respectively) positively correlated with the body mass determined at the onset of feeding assays (iWAT: F(1,22) = 4.3346, p = 0.04919; gWAT: F(1,18) = 14.9872, p = 0.001119; Figures 3B and 3C) regardless of SST neuron ablation (ANCOVA revealed no significant interaction of slopes or difference in y-intercept, see Table S1). Body mass accounted for a larger percentage of variation in visceral gWAT adipocyte size (r^2^ = 0.4481; F(1,20) = 16.24, p = 0.0006557) than it did for subcutaneous iWAT (r^2^ = 0.1623; F(1,24) = 4.649, p = 0.0413), suggesting a possible increased contribution of visceral adiposity to the effect of TN^SST^ neuron ablation.

### TN^SST^ neurons are sensitive to estrogens and adiposity signals

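For Flow-Seq, SST neurons were labeled in living mice, sorted by their fluorescence and sequenced in bulk. The *Sst-Cre* mice express Cre recombinase from the *Sst* locus, and an AAV carrying a Cre-dependent tdTomato was injected into the TN, so that red fluorescence marked cells that had expressed *Sst*. RNA from the sorted cells of 4 females and 4 males was sequenced, with 1 library per mouse and no library of unsorted cells analysed here. The authors assigned the reads to transcripts with kallisto and deposited, for each mouse, the estimated count and the transcripts-per-million value (TPM) of each transcript, without normalization between mice. In units of 1000000, estimated counts summed to 9.40, 7.83, 17.6 and 10.7 in females 1 to 4 and to 12.0, 10.9, 10.9 and 8.55 in males 1 to 4. In the same units the paper reports about 10 unique reads per mouse, and the values given here use the estimated counts, whose mean was 11.0. Total counts did not differ between the sexes (2-sided exact permutation test over the 4 females and 4 males, p = 0.886). A single gene, *Lars2*, singled out after its values were seen, held 24.7%, 34.3%, 9.28% and 18.9% of the counts in females 1 to 4 and 19.5%, 21.5%, 20.7% and 27.1% in males 1 to 4 (exact p = 0.971 between the sexes). In units of 1000000 counts, *Lars2* lay between 1.64 and 2.68 per mouse and all other genes together between 5.15 and 16.0. Counts were summed per gene, rounded and scaled by edgeR's TMM method, whose factors lay between 0.841 and 1.16, and are given as counts-per-million values (CPM). A count of 3, below which a gene was treated as not detectable, corresponded to between 0.148 and 0.458 CPM. Such limits cover counting error only, since reads were not collapsed to single molecules. The choices that could change the numbers are the test, the normalization, the filter on low counts, the summing of transcripts to genes and the mice included.

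**Figure D1:**
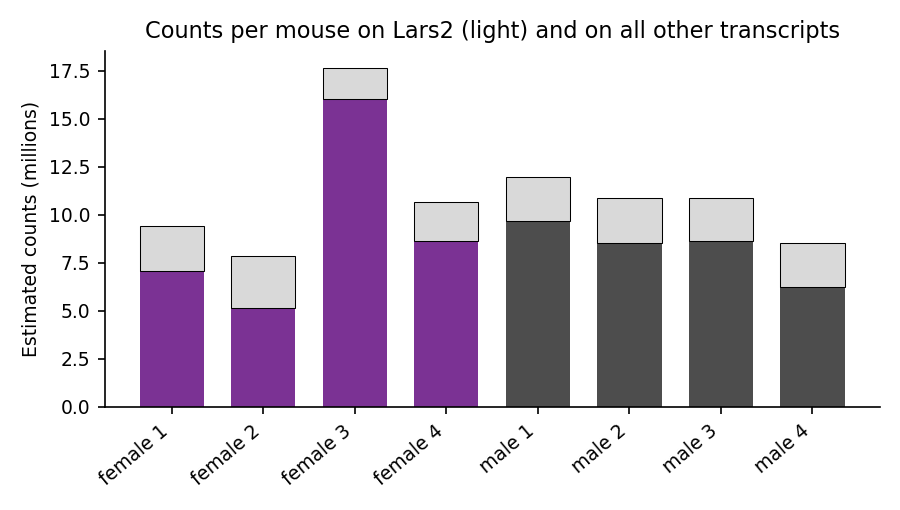
Estimated counts of each mouse in units of 1000000 (y axis), for 4 females (purple) and 4 males (dark grey), with the counts on *Lars2* as the light top segment of each bar. The total is highest in female 3, with 17.6, where *Lars2* takes its smallest share, 9.28%.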

To test if TN^SST^ neurons, specifically, can respond to estrogens and/or signals from white adipose tissue, we profiled the transcriptome of fluorescently labeled TN^SST^ neurons using flow cytometry followed by bulk RNA sequencing (Flow-Seq; Figure 4A). Transcriptomic analysis of isolated TN^SST^ neurons uncovered numerous differentially expressed genes between females and males, with the gene for estrogen receptor alpha, *Esr1*, being more highly expressed in females (Wχ^2^ = 6.736, adj p = 2.356 × 10^−8^; Figure 4B). However, we were unable to detect ERα immunoreactivity in the TN using standard antibodies (Millipore Sigma 06-935). Instead, we confirmed expression from the *Esr1* locus through the injection of a Cre-dependent tdTomato reporter into the TN of female and male *Esr1-Cre* mice. 

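Across the 15194 genes with enough counts to be tested, 24 differed between females and males at an adjusted p-value under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 17 higher in females and 7 higher in males. Of these, 19 lay on autosomes, 16 higher in females and 3 higher in males. In all 24 genes every mouse of one sex lay above every mouse of the other, as in 10.4% of the genes tested, where chance gives 2.86% for 4 mice against 4. At an unadjusted p under 0.05, 3121 genes differed, and 3231 with DESeq2's Wald test. The choice of test moved the count of 24 at an adjusted p under 0.05 most, since DESeq2's Wald test gave 1052 genes at that threshold. It also depended on single mice, with 415 genes without female 1, 411 without male 1, 10 without female 2, 13 without female 3, 9 without female 4, 13 without male 2, 8 without male 3 and 13 without male 4. *Esr1* (ENSMUSG00000019768.16) lies on chromosome 10 of mm10 from 4611593 to 5005614 on the + strand. It had 125 ± 25.4 CPM in females and 49.6 ± 7.67 CPM in males (SD, n = 4 mice each), a log2 fold change of 1.34 (standard error 0.161, adjusted p = 0.0167 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). These values rest on 810 to 1962 counts of *Esr1* per female and 411 to 729 per male. The lowest female, with 96.8 CPM, lay above the highest male, with 59.4 CPM (2-sided exact permutation test on log2 CPM, p = 0.0286, the smallest p that 4 mice against 4 allow). With each mouse left out in turn, the *Esr1* log2 fold change stayed between 1.20 and 1.44. The adjusted p from the same test rose to 0.0610 without female 2, 0.0727 without male 2, 0.0839 without male 3 and 0.0674 without male 4, and stayed between 0.0152 and 0.0371 without each of the other mice. It also rose to 0.0839, with a log2 fold change of 1.19, when the mean of a list of ventromedial nucleus neuron genes was a covariate, a fit chosen after seeing the data. With the replicate number as a block, it was 0.0683 with a log2 fold change of 1.33. The other autosomal genes named here followed from a rule on adjusted p and separation of the sexes. *Nrgn* (chromosome 9, 37544492 to 37552904) had 466 ± 59.7 CPM in females and 181 ± 16.9 CPM in males (SD, n = 4 each), a log2 fold change of 1.36 (standard error 0.108, adjusted p = 0.00154 from edgeR's quasi-likelihood test). *Kcnq5* (chromosome 1, 21398403 to 21961942) rose from 35.4 ± 6.11 CPM in males to 127 ± 29.3 CPM in females, a log2 fold change of 1.84 (standard error 0.185). The oxytocin receptor gene *Oxtr* (chromosome 6, 112473683 to 112489943) had 6.20 ± 0.242 CPM in males and 26.9 ± 8.48 CPM in females, with a log2 fold change of 2.12 (standard error 0.215). *Hpca* (chromosome 4, 129111570 to 129122036) had 75.7 ± 6.72 CPM in females and 37.9 ± 3.57 CPM in males, with a log2 fold change of 1.00 (standard error 0.102). *Kcnq5*, *Oxtr* and *Hpca* shared an adjusted p of 0.00655 in edgeR's quasi-likelihood test, and in the fits that left out 1 mouse each of them and *Nrgn* stayed under 0.05. With the ventromedial list mean as covariate it rose to 0.0627, 0.0547 and 0.0557 for *Kcnq5*, *Oxtr* and *Hpca*. Of 33 single genes followed over the alternatives, 6 lost the threshold in this fit, the Y-linked *Uty* among them. Higher in males were *Tiparp* (chromosome 3, 65528410 to 65555518), with 43.0 ± 4.52 CPM against 21.2 ± 1.36 CPM in females, *Gch1* (chromosome 14, 47153895 to 47189413), with 12.9 ± 1.44 against 5.14 ± 0.990 CPM, and *Gal* (chromosome 19, 3409915 to 3414544), with 38.2 ± 5.24 against 16.8 ± 3.76 CPM (SD, n = 4 each). Their log2 fold changes were -1.02, -1.33 and -1.19 (standard errors 0.109, 0.190 and 0.175), with adjusted p-values of 0.00825, 0.0403 and 0.0448 from edgeR's quasi-likelihood test. *Tiparp* passed 0.05 in each fit but the one without female 4 (adjusted p = 0.0513 from edgeR), while *Gch1* and *Gal* passed it only without female 1 or male 1, with adjusted p-values up to 0.126 and 0.139 without male 3 and male 2. With an offset for average transcript length, edgeR's adjusted p rose to 0.0678 for *Hpca* and 0.0682 for *Gch1* and *Gal*, and with autosomal genes alone to 0.0524 and 0.0575 for *Gch1* and *Gal*. From the difference in *Esr1* the paper states that this gene is more highly expressed in females, and takes it up in its test of whether TN SST neurons can respond to estrogens.

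**Figure D2:**
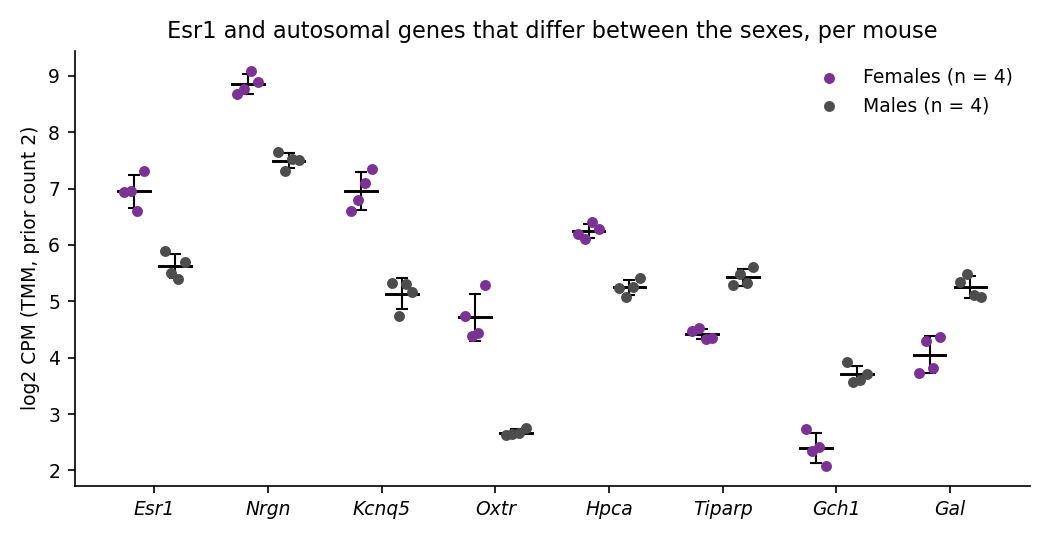
Expression of *Esr1* and 7 other autosomal genes as log2 CPM (y axis) in 4 females (purple points) and 4 males (dark grey points), with the mean and SD of each sex as lines and bars. *Esr1*, *Nrgn*, *Kcnq5*, *Oxtr* and *Hpca* are higher in each female than in each male, and *Tiparp*, *Gch1* and *Gal* are lower.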

Subsequent colocalization of tdTomato with *Sst* via *in situ* hybridization revealed co-expression of *Esr1* in approximately 10% *Sst*-expressing cells across sexes (Figures 4C and 4D), confirming that at least a subset of TN^SST^ neurons is sensitive to estrogens.

**Figure 4:**
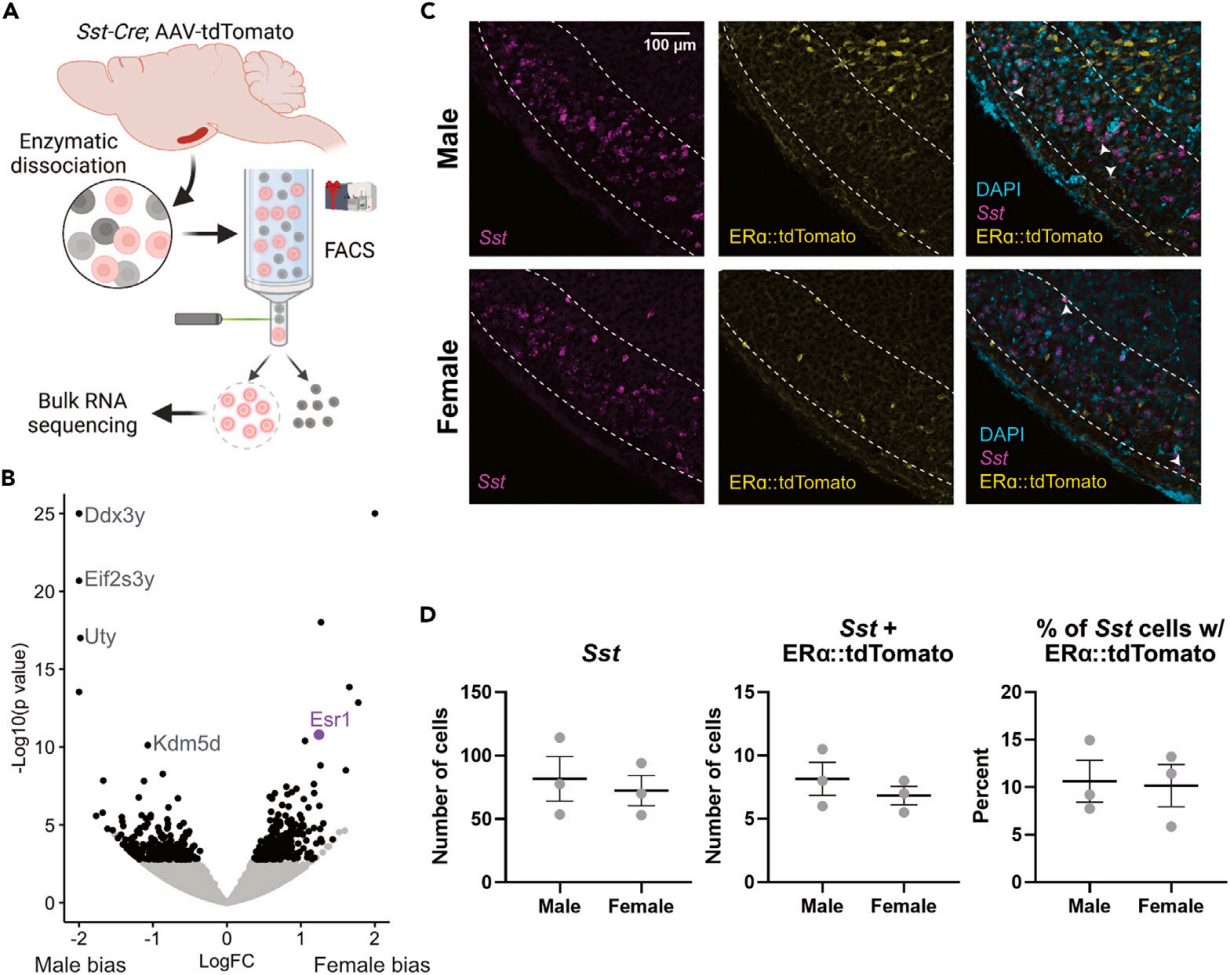
A subset of TN^SST^ neurons is sensitive to estrogens (A) Schematic of Flow-Seq analysis (also applies to Figure 5 genetic input). AAV-flex-tdTomato was stereotaxically injected into the TN of *Sst-Cre* mice. Lateral hypothalamic region was grossly dissected and enzymatically dissociated before segregating *Sst*^*+*^ red neurons via flow cytometry. Resultant cells were sent for bulk RNA sequencing. Created using BioRender.com. (B) Numerous genes are more differentially expressed between females and males (black dots), including canonical Y-associated genes (*Ddx2y*, *Eif2s3y*, *Uty*, and *Kdm5d*; gray text) and *Esr1* (purple dot). (C) Representative fluorescent images from *Esr1-Cre* mice showing colocalization of *Sst* (magenta), *Esr1::tdTomato* (yellow), and DAPI nuclear stain (cyan). White arrows indicate *Sst-Esr1* double-labeled cells. Scale bar = 100 μm. (D) Quantification of colocalization confirms *Esr1*/*Sst* co-expression but reveals no sex difference. Mean ± SEM.

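The Y-linked genes separated the mice by sex as labeled. *Ddx3y*, the name printed in Fig. 4B, lies on chromosome Y from 1260771 to 1286629, and had 0, 0, 4 and 2 counts in females 1 to 4 and 1311, 1280, 1282 and 811 counts in males 1 to 4. Its level was 110 ± 6.99 CPM in males (SD, n = 4), with the lowest male at 102 CPM, and its log2 fold change was -9.65 (standard error 0.306, adjusted p = 1.01e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Eif2s3y* (chromosome Y, 1010543 to 1028847) had 19.0 ± 2.44 CPM in males and a mean of 0.150 CPM in females, with an adjusted p of 0.00154 from edgeR. *Uty* (chromosome Y, 1096861 to 1245759) had 30.8 ± 3.09 CPM in males and 2.20 ± 1.31 CPM in females, a log2 fold change of -3.72 (standard error 0.406, adjusted p = 0.00871 from edgeR). *Kdm5d* (chromosome Y, 897788 to 956786) had 41.8 ± 4.21 CPM in males and 9.89 ± 3.65 CPM in females, a log2 fold change of -2.08 (standard error 0.239, adjusted p = 0.0124 from edgeR). Without male 3, edgeR's adjusted p rose to 0.0600 for *Uty* and 0.0632 for *Kdm5d*. Without female 4 it was 0.0682 for *Uty*, and without female 2 it was 0.0610 for *Kdm5d*. With the ventromedial list mean as covariate it was 0.0537 for *Uty*. The *Kdm5d* transcript with most counts in females shares 10.9% of its 31-base stretches with transcripts of 1423 other genes, and that of *Uty* shares 7.53% with 2111 other genes, so the female counts of both are uncertain. *Kdm6a*, *Kdm5c*, *Eif2s3x* and *Ddx3x*, X-linked genes that can escape X inactivation, were each higher in every female than in every male. Their log2 fold changes of 0.57, 0.32, 0.40 and 0.20 did not pass the threshold (adjusted p = 0.0964, 0.110, 0.121 and 0.165 from edgeR's quasi-likelihood test), although with DESeq2's Wald test 7 of the 8 Y-linked and X-linked genes did, against 4 with edgeR. *Xist* and *Tsix* were not analysed here. *Gm26992*, singled out after its values were seen, is annotated on chromosome X from 103422010 to 103481705, had 12.5 ± 3.02 CPM in females (SD, n = 4) and a count of 0 in each male, and was at least 33.0-fold higher in females when 3 counts is taken as the limit of detection. Of its exon bases, 92.1% lie inside exons of *Xist*, and 405 of its 438 stretches of 31 bases are found in *Tsix*, so its counts can hold reads of either gene.

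**Figure D3:**
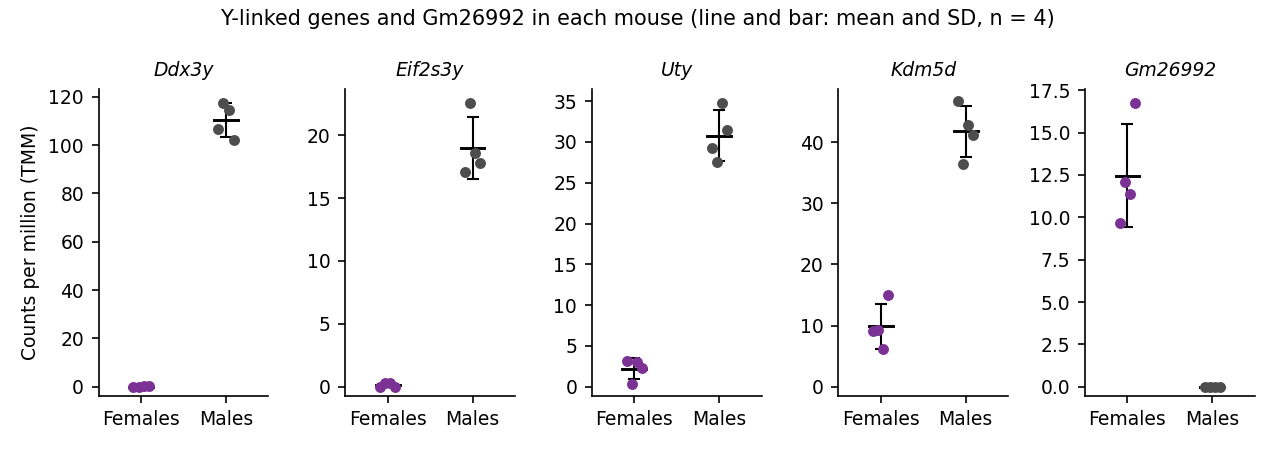
CPM (y axes, each starting near 0 with its own scale) of *Ddx3y*, *Eif2s3y*, *Uty*, *Kdm5d* and *Gm26992* in each of 4 females (purple) and 4 males (dark grey), with the mean and SD of each sex as lines and bars. No female reaches the level of any male in the Y-linked genes, and *Gm26992* is at 0 in the males.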

To determine if TN^SST^ neurons communicate with adipose tissue or vice versa, we used a co-correlation analysis method based on genetic variation. 

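*Gfap* encodes glial fibrillary acidic protein, an intermediate filament of astrocytes, and lies on chromosome 11 of mm10 from 102887336 to 102900912. Its level in the sorted cells was 30.9, 6.26, 2.12 and 21.9 CPM in females 1 to 4 and 15.8, 65.5, 26.0 and 15.1 CPM in males 1 to 4, from between 41 and 715 counts per mouse. The means of 15.3 ± 13.4 CPM in females and 30.6 ± 23.8 CPM in males (SD, n = 4 each) did not differ beyond the spread between mice (log2 fold change -1.01, standard error 0.755, adjusted p = 0.469 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Of the 24952 genes with any count, 7031 had a higher mean CPM over the 8 mice than *Gfap*. Because *Gfap* varied over the mice, so did the number of genes above it, from 3206 in male 2 to 13060 in female 3. The numbers in single mice were 5836, 10955, 13060 and 6996 in females 1 to 4 and 8182, 3206, 6487 and 8749 in males 1 to 4 (2-sided exact permutation test between the sexes, p = 0.286). Genes above *Gfap* in every mouse numbered 3109, and 13168 lay above it in at least 1 mouse. The number was 8364 with the means of females alone, 5986 with those of males alone, 5357 by mean TPM and 7252 by estimated counts without normalization. With each mouse left out in turn, between 6573 and 8142 genes lay above *Gfap*.

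**Figure D4:**
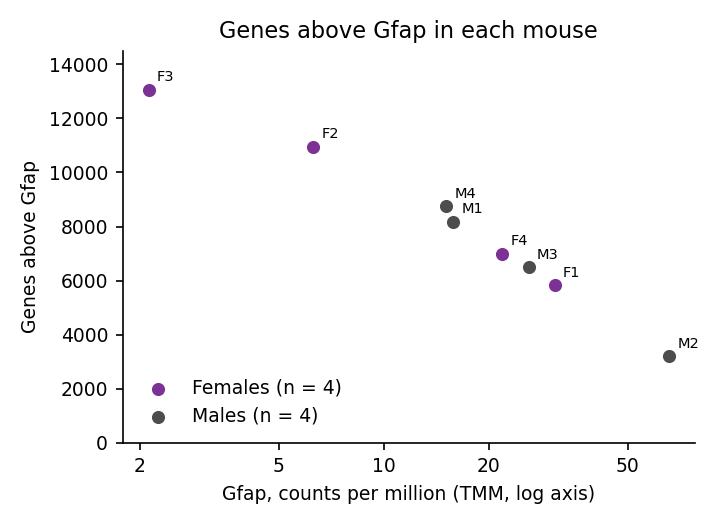
Number of genes above *Gfap* (y axis) against the level of *Gfap* in CPM (x axis, log scale) in each of 4 females (purple, F1 to F4) and 4 males (dark grey, M1 to M4). The number of genes is lowest, 3206, in male 2, where *Gfap* is highest, and highest, 13060, in female 3, where *Gfap* is lowest.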

High-expressing genes from TN^SST^ neurons (based on counts > glial fibrillary acidic protein expression) were used as the “target” pathways for human orthologs within the GTEx database^60^ and subjected to cross-tissue genetic co-correlational analyses^61^^,^^62^ (Figure 5A). As previous data indicated that TN^SST^ neuron responsivity to metabolic cues might be localized to periods of higher circulating estradiol (Figure 2D) and TN^SST^ may be able to directly sense circulating estradiol levels (Figure 4), individuals in the GTEx database were binned into groups with either “high” or “low” circulating estradiol levels via weighted aggregation of pan-tissue *Z* scores corresponding to estrogen-responsive gene expression (Figures S3A–S3D). Binning individuals into groups with indicators of “low” or “high” estrogen signaling revealed weakly associated groups (as per biweight midcorrelation^63^; bicor coefficient = −0.32, p = 0.0023), suggesting that strong cross-tissue interactions differed depending on estrogen signaling status. Next, genetic co-correlation analyses from adipose (subcutaneous & omental), skeletal muscle, stomach, and small intestine to hypothalamic highly expressed genes were conducted. A lack of significant co-correlations with small intestine and several other tissues resulted in these tissues being omitted from the rest of analyses. A contributing factor for this lack of significance may be the limited number of individuals with matching tissue expression (Figure S3E). Given that subsets of strong cross-tissue correlations remained between the other tissues and highly expressed hypothalamic gene orthologs, relevant pathways which might contribute to signaling were examined accordingly (Figures 5B–5D). Significant interactions for co-correlations between estrogen signaling group and tissue were observed across tissues for all secreted proteins (Kruskal-Wallis test for interaction between estrogen category + tissue p = 1.7 × 10^−218^; Figure 5B), known ligands (Kruskal-Wallis interaction p = 9.9 × 10^−20^; Figure 5C), peptide hormones (Kruskal-Wallis interaction p = 1.8 × 10^−13^, data not shown), and feeding behavior pathways (Kruskal-Wallis interaction p = 0.0023; Figure 5D). In addition, several pathways showed specificity in strength of co-correlations from one tissue to another. For example, individuals in the higher inferred estrogen signaling group exhibited higher co-correlations between TN^SST^ and adipose within secreted proteins (p < 2.2 × 10^−16^), ligand (p = 0.025), and feeding behavior pathways (p = 0.042) as compared to individuals in the low-estrogen signaling group. Interestingly, this relationship was reversed for all secreted proteins in skeletal muscle, with individuals in the low-estrogen signaling group exhibiting higher co-correlations (p = 4.2 × 10^−12^). These results indicate increased communication between adipose and TN^SST^ neurons during periods of high estrogen signaling, and a switch to skeletal muscle communication when estrogen signaling is low. Across all gene sets, individuals with inferred low estrogen signaling exhibited higher co-correlations with stomach as compared to individuals with high estrogen signaling (all secreted proteins: p < 2.2 × 10^−16^; ligands: p = 1.2 × 10^−5^; peptide hormones: p = 1.8 × 10^−4^; and feeding behavior: p = 0.029). Together, these human genetic co-correlation data indicate that TN^SST^ neurons modulate feeding pathways through preferential communication with adipose when estrogen signaling is high and stomach hormones when estrogen signaling is decreased. These observations are in line with known responsivity of TN^SST^ neurons to stomach peptide hormone and known regulator of feeding ghrelin,^43^ but indicate that this communication pathway may be more salient when estradiol levels or estrogen signaling is low. Further, these analyses of human data may suggest a similar integration of metabolic cues alongside reproductive hormones in humans as well as mice.

**Figure 5:**
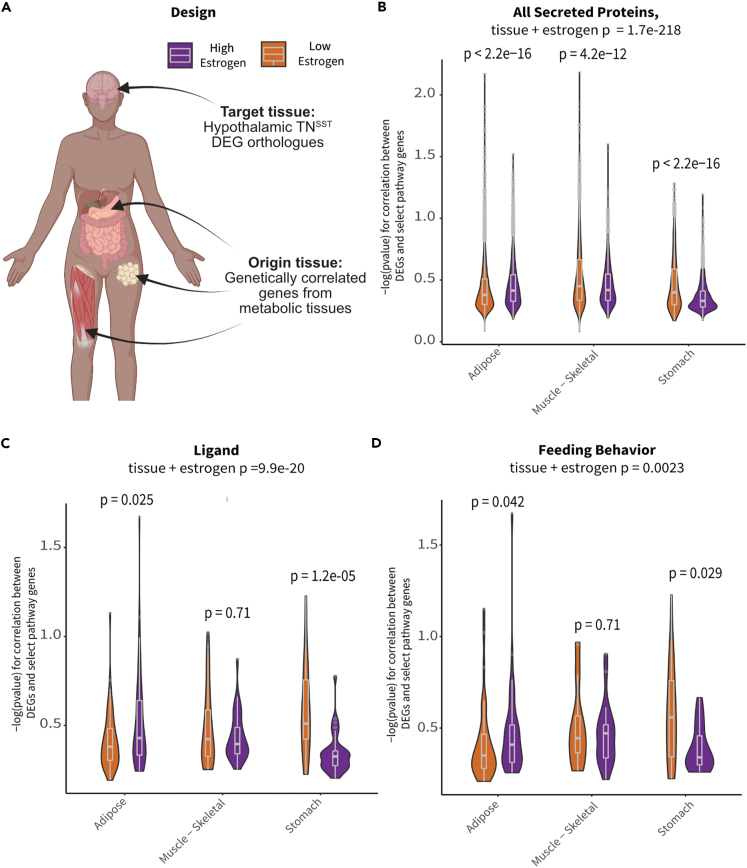
TN^SST^ neurons display increased hormonal pathway co-correlations with white adipose tissue in individuals with inferred high estrogen signaling (A) Schematic overview of co-correlation analysis. High-expressing TN^SST^ genes from mouse Flow-Seq experiments were co-correlated across various peripheral metabolic tissues across high- and low-estradiol groups identified in the GTEx database. Created with BioRender.com. (B) Inferred estradiol levels affected co-correlation pathways relevant to all secreted proteins. High-estradiol individuals showed increased co-correlations in adipose tissue whereas those with lower estradiol showed increases in skeletal muscle and stomach communication. (C) Similar trends in adipose and stomach co-correlations across estradiol groupings were seen for ligand pathways. (D) Co-correlations across tissues showed differential impact on genes associated with feeding pathways. Individuals with higher estradiol showed increased co-correlations within these pathways with adipose tissue and decreased co-correlations with stomach as compared to those with lower estradiol levels. (B)–(D) depict violin density plots with superimposed box-and-whisker plots denoting medium, first and third quartiles, and minimum and maximum values. Non-parametric ANOVA and post hoc t test p values reported on graphs.

To test the causal, directional relationship between fat and tuberal hypothalamic SST neurons in the modulation of food intake, caspase ablation studies were repeated in combination with fat transplantation. Approximately 1.5 weeks following transplantation of ∼0.8 g subcutaneous fat (Figure 6A), recipient mice exhibited significantly increased body mass (F(1,25) = 28.3184, p < 0.0001; Figure 6B), raw fat mass (F(1,25) = 34.2342, p < 0.0001; Figure 6B), and percent fat mass (F(1,25) = 30.0008, p < 0.0001; Figure 6C) and no interaction with SST neuronal ablation in any case. Thus, fat transplantation increased adiposity similarly across neuronal ablation groups.

**Figure 6:**
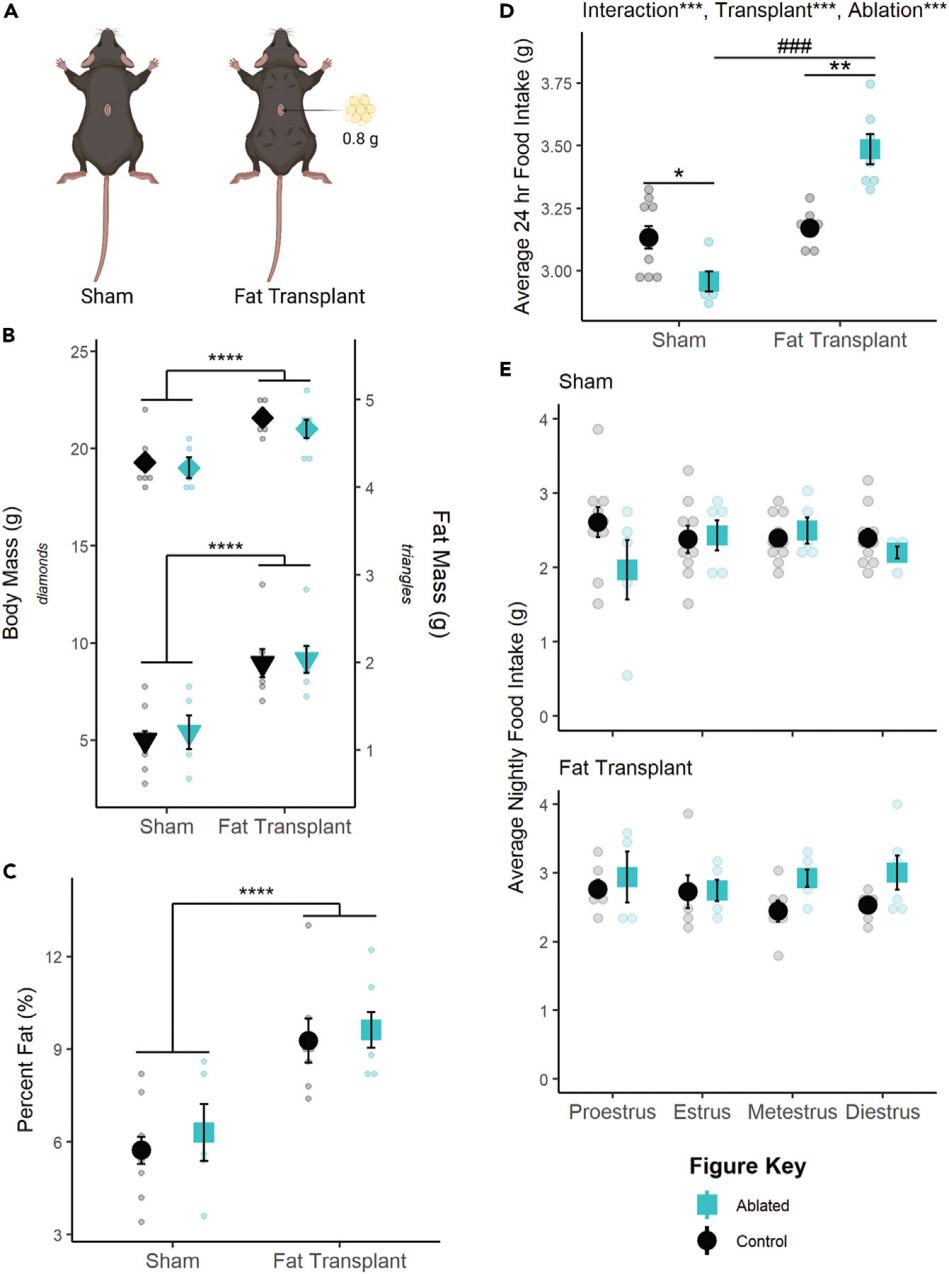
Fat transplantation modulates the effect of SST neuron ablation (A) Representative schematic of fat transplants. Four deposits of 0.2 g each were placed in the dorsal subcutaneous region. Created with BioRender.com. (B) Fat transplant increases raw body mass (left axis, p < 0.0001) and fat mass (right axis, p < 0.001) regardless of SST neuronal ablation. (C) This translates to an overall increase in adiposity (p < 0.0001). (D) Fat transplantation reverses the effect of TN^SST^ ablation, significantly increasing daily food intake compared to non-ablated controls. (E) This effect of fat transplant (top panel) seems to be due to a lack of effect during proestrus, though data were underpowered to detect the effect of estrous stage in sham controls (bottom panel). Mean ± SEM; ANOVA and post hoc t tests where applicable; within adiposity group: ∗p < 0.05, ∗∗p < 0.01; ∗∗∗p < 0.001, ∗∗∗∗p < 0.0001; between adiposity group: ^###^p < 0.001. Sham: Control n = 10, Ablated n = 5; Transplant: Control n = 7, Ablated n = 7. Sham: Proestrus Control n = 10 & Ablated n = 5, Estrus Control n = 9 & Ablated n = 5, Metestrus Control n = 10 & Ablated n = 5, Diestrus Control n = 10 & Ablated n = 4; Fat Transplant: Proestrus Control n = 6 & Ablated n = 5, Estrus Control n = 6 & Ablated n = 6, Metestrus Control n = 6 & Ablated n = 6, Diestrus Control n = 6 & Ablated n = 6.

Fat transplant also increased food intake in general (F(1,25) = 52.524, p < 0.0001), and the effect of SST neuronal ablation was affected by fat transplant (F(1,25) = 26.660, p < 0.0001; Figure 6D). Post hoc t tests revealed that SST neuronal ablation significantly decreased food intake in sham transplant animals (t(11.646) = -2.917, p = 0.01327) but significantly increased food intake in animals receiving fat transplant (t(4.8.2536) = 4.8427, p = 0.001175), similar to the previous relationship with body mass in proestrus (Figure 3A). However, we were unable to detect a significant interaction with fat transplantation and ablation status over the estrous cycle (Figure 6E), possibly due to high variability in nighttime food intake in sham-transplanted mice. Together, these findings indicate that fat transplantation masks the effect of SST neuron ablation and reveal a role for fat mass in modulating the function of tuberal hypothalamic SST neurons within the feeding circuit.

## Discussion

These data suggest that tuberal hypothalamic SST neurons are a locus in the brain that mediates metabolic and reproductive crosstalk. While activation of TN^SST^ neurons increases food intake across sexes, permanent inactivation of ARC^SST^ and TN^SST^ neurons by ablation during adulthood results in decreased food intake only in females during the proestrus phase. This effect depends on body mass, as it is apparent only in lighter animals. In wild-type mice, body mass inversely correlates with food intake on the night of proestrus, but SST neuron ablation uncouples this relationship. Further analysis reveals that white adipose tissue abundance is a significant contributing factor. Not only does postmortem adipocyte size correlate with body mass in neuron ablation experiments, but also fat transplantation studies confirm that SST neuron ablation only decreases food intake in lean animals compared to their fat-transplanted counterparts. An interaction between cycling adipokines and gonadal hormones may be mediated by the direct effects of these circulating molecules on SST neurons, as these cells show some estrogen sensitivity via co-expression analyses. Furthermore, co-correlations between the hypothalamus and adipose tissue in humans and fat transplantation experiments in mice point to the importance of secreted proteins and ligands, suggesting SST neurons may detect and respond to adipokines. Future studies are needed to confirm and dissect the mechanisms of these cellular effects.

What adipokine factor is possibly being detected by the SST neurons (and specifically by the TN^SST^ population) remains to be determined. Leptin positively correlates with overall adiposity,^64^ and it has been known to play a crucial role in reproductive responsiveness to metabolic condition, namely as the permissive signal required for pubertal onset.^65^^,^^66^^,^^67^ Adiponectin, an adipokine that negatively correlates with visceral fat mass in mammals,^64^ has long been shown to downregulate reproduction through direct impacts on the hypothalamus.^68^ Resistin is correlated with higher overall adiposity,^69^ exhibits numerous interactions with the hypothalamic-pituitary-gonadal axis,^70^^,^^71^^,^^72^ and is downregulated during the fertile periods of the mouse estrous cycle.^73^

Regardless of adipokine contributor, this crosstalk paradigm provides a plausible explanation for the varied effects of estradiol on food intake in mice. While endogenous fluctuations and experimental manipulations of estradiol consistently reveal that estrogens decrease food intake in rats and guinea pigs,^74^^,^^75^^,^^76^^,^^77^ the mouse literature is less definitive.^76^^,^^78^^,^^79^^,^^80^^,^^81^^,^^82^^,^^83^ Indeed, in our hands, ovariectomy decreased food intake across ablation groups, as has been seen previously in mice.^81^^,^^83^ Instead, the more consistent phenotype in mice is a decrease in energy expenditure following estradiol depletion.^10^^,^^12^^,^^13^^,^^83^ In light of this study, it is possible that the effects of estradiol on feeding across mouse studies, as observed by either endogenous estrous cycle fluctuations or ovariectomy manipulation, could be confounded by body mass and adiposity. Thus, factors like age at time of experiment, differences in fat distributions between species or strains, diet, or ovariectomy, and time from ovariectomy to estradiol replacement might present confounds based on changes to fat and/or lean mass.

How circulating estrogen levels contribute to this circuit also requires further investigation. Our human GTEx analyses show that co-correlations between genes expressed in TN^SST^ and that in peripheral tissue shift from predominantly adipose-based in high estrogen conditions to skeletal muscle- and stomach-based in low estrogen signaling conditions (Figure 5). This suggests that higher estrogen levels may increase communication between TN^SST^ neurons and white adipocyte depots, particularly as it relates to regulation of feeding behavior (Figure 5D). While this could be due to the actions of circulating estrogens on white adipose tissue itself (reviewed by Palmer and Clegg and Hevener et al.^1^^,^^84^), it is also possible that estrogens directly act on TN^SST^ (and/or ARC^SST^) neurons to increase their sensitivity and/or responsivity to adipokines. Indeed, a subset of TN^SST^ neurons exhibit estrogen sensitivity (Figure 4), and ARC^SST^ neurons have been found to be estrogen sensitive^47^ and responsive^48^ in non-rodent models. Future studies would be needed to test for a possible direct effect on either of these populations in mice. Previous studies of the TN include both female and male mice but do not report *Esr1* expression or estrogen sensitivity in *Sst*+ neurons.^42^^,^^43^ However, the idea that estrogen receptor is expressed in the TN and that the function of TN neurons is sensitive to estrous cycle stage is consistent with spatial mapping of *Esr1*^+^ neurons to a continuous region that spans the ventrolateral region of the ventromedial hypothalamus and the TN.^85^ It is also plausible that the concomitant decrease in effective communication with the stomach in high-estrogen signaling states is due to an interaction of estradiol with the hunger hormone ghrelin. TN^SST^ neurons are directly responsive to ghrelin,^43^ while estradiol can blunt the orexigenic effects of ghrelin via reduced ghrelin treatment efficacy^77^ and reduced release of the hormone.^86^ Thus, estradiol may indirectly influence TN^SST^ activity and subsequent food intake via regulation of ghrelin release and/or signaling.

Estradiol might also be detected elsewhere in the brain and impact TN^SST^ and ARC^SST^ neuronal modulation of feeding through integration at the circuit level. TN^SST^ neurons project to many estrogen-sensitive nodes or nodes receiving direct input from estrogen-responsive regions, including the bed nucleus of the stria terminalis, parabrachial nucleus, and central amygdala.^43^ Importantly, bifurcated TN projections to the paraventricular nucleus and bed nucleus of the stria terminalis have been shown to mediate the feeding effects of TN^SST^ neurons.^43^ As a known target for arcuate AgRP neurons—cells which have been shown to integrate reproductive and metabolic cues^31^—the paraventricular nucleus may contribute to the integration of metabolic and reproductive cues as a downstream integrative node. However, given that ablation of TN^SST^ neurons eliminated the changes in the relationship between body weight and food intake over the estrous cycle, it is plausible that nodes of estradiol detection are TN^SST^ neurons and/or neurons upstream of the TN. This circuit-wide integration of estradiol is a known mechanism of action for the gonadal hormone, with estrogens acting on many circuit nodes to coordinate behavioral output in a variety of cases, including reward/addiction^87^ and thermoregulation.^88^ It is therefore probable that the effects of estradiol on feeding function similarly, as the anorexigenic effects of estradiol have been localized to numerous feeding nodes such as the hypothalamic arcuate nucleus^89^^,^^90^^,^^91^^,^^92^^,^^93^ and the nucleus of the solitary tract of the brainstem.^94^^,^^95^ Retrograde tracing studies would help determine if these or estrogen-sensing regions (including the ventral subiculum, an upstream region targeting TN^SST^ neurons^44^ known to express estrogen receptors^96^^,^^97^) are candidate nodes mediating the effects of estradiol seen in this study.

Alternatively, ARC^SST^ neurons may detect fluctuating hormone levels to modulate the observed phenotype. In ewes, a subset of ARC^SST^ neurons colocalize with *ESR1* and increase their activity in response to estradiol treatment.^47^ Should this pattern of activation be confirmed in mice, it would suggest a mechanism whereby activation of ARC^SST^ neurons during high periods of estradiol induces feeding under low adiposity conditions.

In all, this study adds to the growing literature interrogating the contributions of TN^SST^ neurons to feeding behavior. Central SST (originally named growth hormone inhibiting hormone in the central nervous system)^98^ had long been known to affect food intake through somatostatin receptor 2.^33^^,^^37^^,^^38^^,^^39^^,^^40^^,^^41^^,^^45^^,^^99^^,^^100^^,^^101^^,^^102^ This effect was seemingly localized to the lateral tuberal nucleus, where TN^SST^ neurons were found to integrate into the melanocortin feeding system, though the effect of these neurons on feeding was attributed to γ-aminobutyric acid (GABA) release as opposed to direct SST effects.^43^ However, given that dynamics of GABA, NPY, and AgRP release from arcuate neurons in the temporal regulation of food intake,^103^ it is possible that similar dynamics are apparent between GABA and SST in the TN. In line with previous studies,^42^^,^^43^ chemogenetic activation of TN^SST^ increased food intake across animals. Lack of excess crumbs in subsequent caspase ablation experiments confirmed that this is not a side effect of gnawing; a possibility also excluded in a previous study looking at wood stick gnawing.^43^ However, a subsequent study did see an increase in gnawing behavior with chemogenetic activation, probably due to a larger target area encompassing large portions of the lateral hypothalamus.^42^ Furthermore, whereas caspase ablation did decrease food intake, previous studies pooled across the sexes.^43^ Similar pooling in our hands also resulted in an overall decrease in food intake with SST neuron ablation, indicating that females possibly carry the effect when there is low power to detect sex differences. Alternatively, the inclusion of ARC^SST^ neurons in our ablation may have also resulted in the observed sex difference and integrative capacities of tuberal hypothalamic SST neurons at large.

In our hands, this ablation-mediated decrease in food intake did not result in any alteration to body weight. This is in line with a previous study demonstrating that while the decrease in food intake may be due to ablated animals gaining weight more slowly, there are no raw body weight differences that result.^43^ Previous studies have also been conflicted on the role of TN^SST^ neurons on movement and locomotion. While one study demonstrated a decrease in total locomotion and increase in vertical movement with TN^SST^ neuron ablation,^43^ another study found no change in walking and showed an increase in vertical movement with TN^SST^ neuron activation.^42^ Our telemetry results suggest a lack of change in movement in general with SST neuron ablation. The differences among these studies may be due to the methods of movement quantification and/or viral spread of ablation. Similarly, while our study did not measure drinking behavior, it is unclear whether and how TN^SST^ neuron ablation is involved in thirst processes, with one study demonstrating the necessity of TN^SST^ neurons to maintain baseline drinking levels^43^ but another failing to show TN^SST^ neuron activation as sufficient to induce increases in drinking.^42^

TN^SST^ neurons were also found to contribute to food context learning in males (N.B.: in all external papers discussed, no definitions for sex category were ever provided. In mice, we assume that sexes were defined using anogenital distance.),^44^ indicating that the TN may straddle homeostatic and hedonic feeding mechanisms.^14^ And although many of these previous studies include female and male mice, they do not report *Esr1* expression or estrogen sensitivity in TN^SST^ neurons. Thus, the current paper adds to this growing literature by not only delineating an apparent sex difference but also context dependence in tuberal hypothalamic SST neuronal modulation of food intake.

We further speculate that tuberal hypothalamic SST neurons serve as a nexus of integration and a mediator of reproductive and metabolic interactions within the feeding circuit. In cycling rodents, fertile periods during the estrous cycle are accompanied by alterations to metabolic output, including a decrease in food intake,^74^^,^^75^^,^^76^^,^^104^ increase in locomotion,^104^^,^^105^^,^^106^^,^^107^ and increased core body temperature.^105^^,^^107^ These changes are hypothesized to suppress energy intake and promote active mate-seeking behavior and sexual receptivity. This study identifies tuberal hypothalamic SST neurons as possible mediators of such interactions, actively promoting energy intake during fertile periods when metabolic reserves may be insufficient to support reproduction.

### Limitations of the study

Viral spread implicates both TN^SST^ and ARC^SST^ neurons in the conditional modulation of food intake. However, targeting toward TN^SST^ neurons was more complete and robust across studies. Future studies dissecting the specific contributions of these two regions would greatly add to circuit delineation and perhaps illuminate the specific locations where metabolic and/or reproductive cues modulate circuitry function.

Additionally, while the integration of reproductive and metabolic states makes adaptive sense to occur in gestating mammals where metabolic requirements are vital to reproductive success, it is formally possible that this same mechanism could be engaged in non-gestating mammals (in this case, males) in certain contexts. For example, the effect might be masked in males due to their increased weight and adiposity at the time of testing at 8 weeks of age in this study. Future research could utilize mice with low adiposity to determine if the integrative capacity of the feeding circuit extends across sex.

Finally, while our approach to stratifying the GTEx database was creative and aligns with known data about deceased individuals therein, the estimations of circulating estrogens cannot be confirmed without either additional information regarding hormonal treatment, reproductive status, and/or salivary or blood serum hormone levels. Databases should consider adding additional information to their collections where financially feasible to support more nuanced analyses of variables related to sex and reproductive state.

## STAR★Methods

### Key resources table

**Table:** 

REAGENT or RESOURCE	SOURCE	IDENTIFIER
**Antibodies**		

rabbit anti-cFOS	Synaptic Systems	Cat#226003; RRID: 2231974
goat anti-rabbit Alexa Fluor 488	Thermo Fisher	Cat#A11034; RRID: AB_2576217
rabbit anti-DsRed	Takara Bio Clontech	Cat#632496; RRID: AB_10013483

**Bacterial and virus strains**		

AAV2-flex-taCasp3-TEVp	UNC Vector Core (Depositor: Nirao Shah & Jim Wells) Yang et al.^58^	
AAV8-hSyn-hM3D(Gq)-mCherry	Addgene (Depositor: Brian Roth) Krashes et al.^57^	Addgene viral prep Cat#50474-AAV8
AAV2-FLEX-tdTomato	Addgene (Depositor: Edward Boyden)	Addgene plasmid Cat#28306
AAV8-Syn-FLEX-Mac-GFP	Addgene (Depositor: Edward Boyden)	Addgene plasmid Cat#58852

**Chemicals, peptides, and recombinant proteins**		

Clozapine-n-oxide (CNO)	Millipore Sigma	Cat#0832
Giemsa	Fisher	Cat#G146-10
DIG RNA labeling kit	Roche	SKU#11277073910
Fluorescein RNA Labeling Mix	Roche	SKU#11685619910
RNA Clean & Concentrator	Zymo Research	Cat#R1017
ZymoPURE II Plasmid Midiprep kit	Zymo Research	Cat#D4201
Zymo DNA Clean & Concentrator	Zymo Research	Cat#D4033
Blocking Reagent	Roche	Cat#11096176001
TSA Plus Cyanine 5 System	Akoya Biosciences	Cat#NEL745001KT
Rneasy Micro kit	Qiagen	Cat#74004

**Deposited data**		

RNA seq data from neurons FACS isolated from mouse tuberal hypothalamus neurons	NCI Gene Expression Omnibus (GEO)	GSE224254
GTEx	Broad Institute	Version 8
Molecular Signatures Database	Broad Institute	Human Gene Set: HALLMARK_ESTROGEN_RESPONSE_EARLY
Datasets for estrogen signaling binning of human data	Github	https://github.com/Leandromvelez/sex-specific-endocrine-signals.

**Experimental models: Organisms/strains**		

model organism: *Sst-Cre*: genotype STOCK *Sst*^*tm2.1(cre)Zjh*^/J	The Jackson Laboratory	Strain#013044
model organism: *Esr1-Cre*: genotype B6N.129S6(Cg)-*Esr1*^*tm1.1(cre)And*^*/J*	The Jackson Laboratory	Strain#017911

**Recombinant DNA**		

cDNA for *Sst* (bases 7-550 for transcript variant 1, bases 317-860 for transcript variant 2)	Allen Brain Atlas	Probe: RP_Baylor_103041
TA Cloning™ Kit, with pCR™2.1 Vector and One Shot™ TOP10F' Chemically Competent *E. coli*	Invitrogen	Cat#K203001

**Software and algorithms**		

VitalView Software	Starr Life Sciences	version 5.1
lme() function (nlme package, version 3.1-157)	r-project.org	R version 4.2.1
t_test() function (rstatix package, version 0.7.0)	r-project.org	R version 4.2.1
Code for volcano plot	Github	http://github.com/jevanveen/ratplots R function: deseq_volcano_plot_gs()
Analysis pipleline for estrogen signaling binning of human data and cross-tissue correlations with mouse orthologues	Github	https://github.com/Leandromvelez/sex-specific-endocrine-signals
Kallisto	Pachter Lab Bray et al.^114^	version 0.46.2
Deseq2	Galaxy	Version 2.11.40.6+galaxy1
CellProfiler	Broad Institute	4.2.1

### Resource availability

#### Lead contact

Further information and Requests for resources and reagents should be direct to and will be fulfilled by the lead contact, Stephanie Correa ().

#### Materials availability

The study did not generate new unique reagents.

### Experimental model and study participant details

#### Mice

Female (defined as having small anogenital distance at weaning and presence of ovaries at time of death) and male (defined as having large anogenital distance at weaning and presence of testes postmortem) mice expressing the *Sst-Cre* driver transgene (JAX stock no. 013044, *Sst*^*tm2.1(cre)Zjh*^/J) were maintained on a C57BL/6J genetic background. Heterozygotes (*Sst-Cre/+*) and/or wildtype littermates (*+/+*) were used for all studies. Genotypes were determined as per JAX protocol 28317. Female and male mice expressing the *Esr1-Cre* driver transgene (JAX stock no. 017911, B6N.129S6(Cg)-*Esr1*^*tm1.1(cre)And*^*/J*) were maintained on a C57BL/6J genetic background. Heterozygotes (*Esr1-Cre/+*) were used for colocalization studies. Genotypes were determined as per primers from JAX protocol 27213. Experiments were performed on cycling females and gonadally-intact males unless otherwise stated. Mice were maintained on a 12:12 light cycle, with *ad libitum* access to food and water (unless otherwise specified), under controlled humidity conditions at 22-23C, and in single-housed cages with non-caloric paper bedding to ensure accurate food intake assessment. All studies were carried out in accordance with the recommendations in the Guide for the Care and Use of Laboratory Animals of the National Institutes of Health. UCLA is AALAS accredited, and the UCLA Institutional Animal Care and Use Committee (IACUC) approved all animal procedures.

### Method details

#### Estrous cycle staging

Vaginal lavages were performed on females daily, between ZT 0 and ZT 4, using 30 μL of standard phosphate buffered saline (PBS). Samples were deposited onto slides and allowed to dry prior to staining. Males were subjected to similar handling during this time to ensure roughly equivalent handling stress. Giemsa staining was carried out to visualize cellular composition of the vaginal cavity. Stock Giemsa stain was prepared at least one week in advance of use. An 18.5% solution of Giemsa powder (Fisher G146-10) in glycerin was heated to 60°C and cooled before diluting 9:14 with 100% methanol. Stock was diluted 1:30 in PBS before use, shaking vigorously before stain. Slides were incubated for one hour at room temperature. Prior to staining, slides were briefly fixed in 100% methanol. Staging was assessed via light microscopy to determine the relative abundance of leukocytes, nucleated epithelial cells, and cornified epithelial cells^108^ and stages were assigned with morning samples indicating the prior night’s estrous stage, to align the cytology stage to the behavioral changes that occur in the dark (night) of estrus.^109^ This staging method was confirmed by examining patterns of core body temperature during the dark phase across the estrous cycle, which also changes during estrus.^105^

#### Surgical procedures

Mice received analgesics (0.074 mg/kg buprenorphine two times daily, 7.11 mg/kg carprofen one time daily) on the day of and one day post-surgery. Mice were anaesthetized with 3% isoflurane and maintained within a range of 1.25-2.5%. AAVs were bilaterally injected into the TN of adult mice (coordinates relative to Bregma: A-P -1.65 mm, lateral ±0.75, D-V -5.45; scaled when Bregma-Lambda distance was not equivalent to 4.2 mm) at a rate of 5 nL/s using a glass-pulled needle. See below table for titers and injection volumes. Controls consisted of both wildtype animals injected with the experimental virus (virus controls) and Cre positive animals injected with cell-filling GFP (genotype controls). Ovariectomy surgeries included complete removal of gonads from adult mice. Gonadectomies occurred immediately prior to stereotaxic viral injections within the same surgical period. In telemetry experiments, G2 eMitters (Starr Life Sciences) were implanted intraperitoneally on the same day as viral injection. Experiments were conducted following at least two weeks recovery from surgical proceedings.

**Table:** List of viral vectors used

Experiment	Virus	Depositor & procurement	Titer (vg/mL)	Volume (nL)	Citation
Caspase ablation	AAV2-flex-taCasp3-TEVp	Nirao Shah & Jim Wells, UNC Vector Core	1–8 x 10^12^	200–250	Yang et al.^58^
Transient activation	AAV8-hSyn-hM3D(Gq)-mCherry	Brian Roth, Addgene viral prep # 50474-AAV8	≥4 × 10^12^	150–200	Krashes et al.^57^
Fluorescent localization	AAV2-FLEX-tdTomato	Edward Boyden, Addgene plasmid #28306	≥5 × 10^12^	200 for Flow-Seq; 400 for *Esr1-Cre*	
Fluorescent controls	AAV8-Syn-FLEX-Mac-GFP	Edward Boyden, Addgene plasmid #58852	1:5 dilution of stock	Matching volume to experimental animals	

#### Caspase ablation experiments

Gross movement and core body temperature were passively measured every other week for eight weeks using VitalView software (Starr Life Sciences). Body weight was measured every week. Food assay was performed when mice were not on telemetry pads. At ZT 0.5 on the start day of the experiment, 2/3 of the non-caloric paper bedding was removed. A pre-measured amount of food was delivered, and mouse body weight measured. Food in hopper was weighed at ZT 0.5 and ZT 11.5 every day until experiment conclusion. After 96 hours, food and all bedding, including interspersed crumbs, were collected. Measurements for total food were obtained by subtracting the final weight of food pellets and crumbs from the original weight of food provided. Measurements for crumbs were obtained by subtracting the final weight of food pellets and crumbs from the final weight of food in the cage hopper. Both measurements were divided by 4 to obtain the average food eaten or crumbs produced per day (24 h food intake). For estrous cycle experiments, 13-hour nightly food intake (ZT 11.5 – ZT 0.5) was utilized instead as we were more confident in nightly staging based on the behavioral changes that occur during the night of estrus^109^ and our ability to confirm estrus staging with core body temperature in the dark phase of estrus.^105^ For some experiments, 4-5 hour fasted glucose tolerance tests were performed prior to sacrifice. In ovariectomy experiments, two food assays were performed back-to-back, non-fasted resting glucose levels were collected, body composition was measured via NMR, and indirect calorimetry was performed in Oxymax metabolic chambers (Columbus Instruments) at room temperature. Upon experiment completion, all brains were collected using RNase-free conditions. Inguinal white adipose tissue (iWAT) and gonadal white adipose tissue (gWAT) were collected for histology analyses.

#### Transient activation food intake assay

Clozapine-n-oxide (CNO; MilliporeSigma #0832) was used to activate TN^SST^ neurons in *Sst-Cre* animals expressing hM3Dq-mCherry. Stock solution of 20 mg/mL in DMSO was stored at -20°C and diluted to a working solution of 0.03 mg/mL in sterile saline also stored at -20°C. Saline control (0.15% DMSO) or CNO (10 μL/g body weight, dose of 0.3 mg/kg) working solution were administered IP in a counterbalanced design. Experiments were completed in duplicate replicate trials. Mice were transferred to experimental room at least 15 minutes prior to experimentation. Experiments were begun between ZT 2-3 and terminated between ZT 6-7. Following injection, food intake was measured at 0.5, 1, 2, and 4 hr. Vaginal lavage was performed on female mice after experiment conclusion to prevent stress interference with food intake. All mice were injected with CNO 90 minutes prior to sacrifice to enable neuronal activation validation via cFOS immunohistochemistry.

#### Fat transplantations

Donor fat was taken from various visceral (i.e., periuterine perigonadal, retroperitoneal, and omental) depots of wildtype female C57BL/6J mice and implanted into female mice recently stereotaxically injected under standard surgical conditions. Four depots of 0.15-0.25g were placed subcutaneously on the dorsal surface through a single incision mid-back, for a final transplantation total of 0.6-0.9g of white adipose. Fat for each depot was divided into at least three individual pieces to promote vascularization. The visceral-to-subcutaneous paradigm was used due to the deleterious metabolic effects of this graft.^110^ Food intake was assayed 2-3 weeks following transplantation to allow for sufficient angiogenesis^111^ and graft stabilization without endogenous fat depot compensation.^112^ Upon sacrifice, grafts were examined to confirm tissue was not necrotic.

#### Histology

##### *In situ* hybridization (ISH) and immunostaining (IHC)

*Sst* sense and antisense probes were transcribed using a DIG or FITC RNA labeling kit (Roche) and purified with RNA Clean & Concentrator (Zymo Research). PCR products were amplified using Allen Brain Institute-derived reference primer sequences and cloned into pCR 2.1 TOPO (Invitrogen). Plasmid DNA was then isolated from bacterial cultures (ZymoPURE II Plasmid Midiprep kit), linearized, and purified (Zymo DNA Clean & Concentrator). Validation of caspase ablation was carried out on 35μm-thick coronal slices via chromogen ISH using BCIP (5-bromo-4-chloro-3-indoyl phosphate) and INT (iodonitrotetrazolium). Validation of hM3Dq targeting and activation was accomplished by visualization of native mCherry expression and IHC stain for cFOS. Briefly, slides were blocked and incubated with rabbit anti-cFOS (1:200, Synaptic Systems # 226003, RRID: 2231974) primary antibody overnight at 4°C. The next day, sections were incubated for 1 hour at room temperature with goat anti-rabbit Alexa Fluor 488 secondary (1:500, Thermo Fisher Scientific # A11034, RRID: AB_2576217) and counterstained with DAPI. For colocalization experiments, *Esr1-Cre* mice were bilaterally injected with 400 μl AAV2-flex-tdTomato into the TN coordinates. Native tdTomato fluorescence destroyed by combined ISH protocol was recovered by rabbit anti-DsRed (1:1000, Takara Bio Clontech # 632496, RRID: AB_10013483) antibody and switched to the green channel using an Alexa Fluor 488 secondary. Dual *Sst* ISH & tdTomato IHC protocol was accomplished via TSA amplification. Briefly, 35 μm sections were fixed, permeabilized with Triton X-100, and acetylated before overnight ISH probe incubation at 65°C. The next day, tissue was then washed, blocked with Blocking Reagent (MilliporeSigma 11096176001Roche) and heat inactivated sheep serum, and incubated with anti-DsRed overnight at 4°C. The final day, tissue was washed before ISH signal was developed with the TSA Plus Cyanine 5 System (Akoya Biosciences # NEL745001KT). Slides were then stripped of horseradish peroxidase and blocked with normal goat serum before incubating with goat anti-rabbit Alexa Fluor 488 (1:400) for 2 hours at room temperature.

##### DREADD viral injection mapping

Sections were anatomically matched using the Allen Mouse Brain Atlas (mouse.brain-map.org), and the anatomical areas with hM3Dq-mCherry positive cells were manually identified and outlined in Illustrator. Areas containing dense hM3Dq-mCherry expression were outlined with 5% opacity, and areas containing sparse hM3Dq-mCherry expression were outlined with 3% opacity. Thus, areas with more hM3Dq-mCherry expression across animals appear more opaque than areas with less hM3Dq-mCherry.

### Quantification and statistical analysis

#### Caspase ablation quantification

Sections were anatomically matched using the Allen Mouse Brain Atlas (mouse.brain-map.org), and then the TN, ARC, lateral hypothalamic area (LHA), and ventromedial nucleus (VMH) were manually outlined in ImageJ. The mean pixel intensity was then measured for each region and normalized to the local background. The mean normalized *Sst* signal in each region was then compared using a 2-way linear mixed-effects model with ablation status (control vs ablated) and region (TN, ARC, LHA, and VMH) as factors and animal as a nested random effect in R (version 4.2.1) using the lme() function (nlme package, version 3.1-157). Following a significant (p<0.05) ablation status x region interaction, we performed multiple t-tests to quantitatively compare *Sst* signal in each region individually. T-tests were performed and p-values calculated using the t_test() function (rstatix package, version 0.7.0), using the Holm method to correct for multiple comparisons.

#### Adipocyte size quantification

Inguinal and white adipose tissue was collected post-mortem and drop-fixed in 4% paraformaldehyde (PFA) for at least 18 hours. Tissue was then washed in PBS before being stored in PBS at 4°C until tissue analysis. For histological processing, tissue was placed in tissue processing cassettes and submerged in 70% ethanol before being embedded in paraffin, sectioned at 4 μM, and stained with hematoxylin & eosin (H&E) by the UCLA Translational Pathology Core Laboratory. Three regions of interest per tissue-type per mouse were imaged by light microscopy at 20x magnification. Adipocyte area was quantified using a custom pipeline in CellProfiler. Inclusion parameters were cell diameters of 100-300 pixel units and a global threshold strategy with minimum cross-entropy.

#### Colocalization analysis

*Sst* and *Esr1* co-expression was determined using CellProfiler (version 4.2.1). First, a contour was drawn around a matched section of the TN using anatomical landmarks (i.e., shape of arcuate nucleus and third ventricle). For each hemisphere, DAPI-stained nuclei were detected and intensity thresholding was used to determine *Sst+* cells. Incorrectly labeled cells were manually erased or added. *Sst+* cells were then filtered based on *Esr1::tdTomato* signal intensity. Counts were made of total *Sst+* cells, as well as *Sst*+/*Esr1*+ and SST+/ *Esr1*- cells. The counts were averaged across the two hemispheres, and percent was calculated as ([*Sst*+/*Esr1*+] / Total SST) x 100.

##### Bioinformatics analysis

*Sst-Cre* female and male mice were bilaterally stereotaxically injected with AAV expressing Cre-dependent tdTomato (see table in surgical procedures). Following at least two weeks for viral expression, animals were sacrificed and TN was microdissected under fluorescent illumination. 

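The sorted cells were described by genes that mark neurons and other cell types, taken from lists. By mean TPM over the 8 mice, *Sst* (chromosome 16, 23889573 to 23890958) ranked 45 of all genes, and between 31 and 62 in single mice. It had 1361 ± 390 TPM in females and 1015 ± 111 TPM in males (SD, n = 4 each), a difference within the spread between mice (log2 fold change of the counts 0.32, standard error 0.167, adjusted p = 0.302 from edgeR's quasi-likelihood test; 2-sided exact permutation p = 0.200). By CPM, which does not divide by transcript length, *Sst* ranked 236. The pan-neuronal genes *Snap25* and *Syt1* had mean TPM values of 666 and 284, the GABAergic genes *Gad1*, *Gad2* and *Slc32a1* 243, 125 and 108, and the glutamatergic gene *Slc17a6* 90.5. Transcripts of other cell types were present as well, with a mean TPM of 394 for the microglial gene *C1qa*, 117 for the astrocyte gene *Slc1a3* and 4.67 for the endothelial gene *Cldn5*. With no unsorted cells analysed here, enrichment by sorting was not measured. Between the sexes, all 8 neuron identity genes were higher in females, with a median log2 fold change of 0.40 (adjusted p = 0.0444 from the fry rotation test with Benjamini-Hochberg adjustment over 11 lists). The 5 astrocyte and 5 microglia genes were all lower in females, with median log2 fold changes of -0.80 and -1.42, but did not pass the same test (fry adjusted p = 0.153 for each list). Of the 7 ventromedial nucleus neuron genes 6, all but *Nr5a1*, were higher in females (median log2 fold change 0.69, fry adjusted p = 0.101). With camera at its preset correlation, the astrocyte, microglia and ventromedial lists passed (camera adjusted p = 0.0139, 0.00280 and 0.00268). The arcuate nucleus neuron genes, 3 of 7 higher in females, and the endothelial genes, 1 of 4, had median log2 fold changes of -0.27 and -0.37 (fry adjusted p = 0.458 and 0.733). The arcuate genes moved both ways, which a median and a directional test can hide. *Pomc*, *Npy*, *Agrp* and *Cartpt* had log2 fold changes of -1.11, -1.15, -0.82 and -0.27, and *Tac2*, *Ghrh* and *Th* of 1.41, 0.63 and 0.30. None passed 0.05 with edgeR, and *Pomc* and *Tac2* did with DESeq2's Wald test (adjusted p = 0.0113 and 0.0387). For this list, fry's test of mixed directions gave an unadjusted p of 0.00952. The number of lists past 0.05 was 3 of the 11, and fell to 0 without female 1, female 4, male 3 or male 4, to 1 without female 2 or female 3 and to 2 without male 2.

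**Figure D5:**
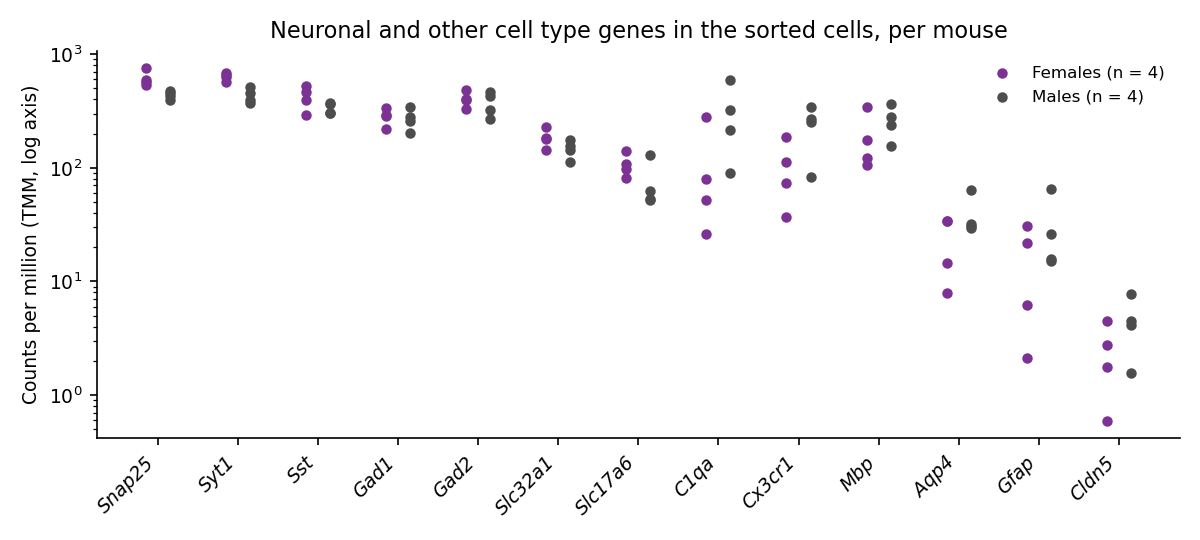
CPM (y axis, log scale) of genes that mark neurons (left) and microglia, oligodendrocytes, astrocytes and endothelial cells (right), in each of 4 females (purple) and 4 males (dark grey). The microglial genes *C1qa* and *Cx3cr1* spread over a wider range between mice than *Snap25*, *Syt1* and *Sst* do.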

Dissected TN was dissociated using a papain-based enzymatic process (Worthington Biochemical) and then TN^SST^ neurons were enriched and collected via flow cytometry. Cells were sorted from debris and doublets were excluded by gating on forward-scatter and side-scatter profiles. Live nucleated cells were then selected by DAPI-negative (live) and DRAQ5-positive (nucleated) staining. Finally, tdTomato-positive cells were selected based on relatively high levels of red fluorescence (as in van Veen & Kammel et al., 2020). RNA was isolated from 500-2500 cells by Rneasy Micro kit (Qiagen). Cells were then submitted for bulk RNA sequencing. 

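The deposited values of each mouse list the same transcripts in 2 blocks, one after the other, with different estimated counts in each and TPM values that sum to 1000000 within each block. The paper's text does not name what the blocks are. Across genes, the log2 counts of the 2 blocks of a mouse correlated at 0.977 to 0.990, against 0.906 to 0.970 between mice. These correlations are over genes, which are not independent replicates. The blocks of a mouse differed by somewhat more than counting noise, with a mean chi-square per gene between 1.89 and 2.53 where counting noise alone gives values near 1. The blocks were therefore counted as 1 sample per mouse, with their counts summed and their TPM averaged. With GENCODE release M21 on mm10, 116728 transcripts were matched to 35968 genes, and the 1761 transcripts without a match held between 0.429% and 0.611% of the counts of a mouse.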

Single-end reads (∼10 million unique reads per mouse) were assembled to the mouse transcriptome (version mm10) using kallisto (version 0.46.2). 

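The *Esr1* difference under DESeq2's Wald test, applied to the same summed and rounded counts with its own size factors, was a log2 fold change of 1.34 (standard error 0.170, Wald statistic 7.88, adjusted p = 4.54e-12 with Benjamini-Hochberg adjustment). Of the genes past an adjusted p of 0.05 with DESeq2, 586 were higher in females and 466 higher in males, and they held 23 of the 24 genes that edgeR's quasi-likelihood test gave. Both tests were run on simulated counts of 8 mice with 200 of 14863 genes changed. In that simulation edgeR called 131 genes, 5 of them unchanged, and found 46% of the 2-fold and 80% of the 4-fold changes. DESeq2 called 196 genes, 47 of them unchanged, and found 61% of the 2-fold and 88% of the 4-fold changes. With none of 14853 genes changed, edgeR called 1 gene and DESeq2 21. Each setting was simulated once, with genes drawn independently of each other. In the real mice genes varied together, with 43.3% of the variance on the first principal component. The simulated rates therefore need not hold for the real mice.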

Differentially expressed genes and normalized read counts were identified using Deseq2 Galaxy Version 2.11.40.6+galaxy1. Volcano plots were produced by the custom R function “deseq_volcano_plot_gs()” available through the following package: http://github.com/jevanveen/ratplots. Raw reads of the RNA sequencing data were also examined for hypothalamus-peripheral tissue co-correlations across stomach, small intestine, skeletal muscle, visceral fat, and subcutaneous fat as hypothalamic reads using the GTEx database as previously described.^61^^,^^62^ In addition, estrogen-responsive genes used to infer “low” vs “high estrogen signaling were gathered from: https://www.gsea-msigdb.org/gsea/msigdb/cards/HALLMARK_ESTROGEN_RESPONSE_EARLY.html.^113^ To clarify the analysis, estrogen signaling binning per individual and subsequent cross-tissue correlations with mouse DEG orthologues, all processed datasets, scripts used to analyze, and detailed walk-through is available at: https://github.com/Leandromvelez/sex-specific-endocrine-signals.

##### Statistical analyses

All statistics were carried out in R. Sex differences were determined by interaction terms between genotype and sex (caspase ablation experiments) or genotype, treatment, and sex (chemogenetic experiments). In DREADD experiments, data were transformed using the square root function to achieve the assumption of normality necessary for multifactorial ANOVA; raw data are present in Figure 1. In caspase ablation and fat transplantation experiments, animals meeting both the criteria of outlier by Cook’s distance, as well as “miss” (no hit or unilateral hit as defined by more than 5% of targeted cells still present) were excluded. For fat transplantation studies, only sham animals with <10% fat mass at the beginning of the feeding assay were included. All data were checked and transformed, if necessary, to meet normalcy criteria. In all analyses, ANOVA met threshold for interaction prior to running within-group post-hoc t-tests. In linear regressions, ANCOVAs were used. For all figures, ∗p<0.05, ∗∗p<0.01, ∗∗∗p<0.001, and ∗∗∗∗p<0.0001 between ablation groups or r^2^; ^#^p<0.10 and ^####^p<0.0001 within ablation groups.

## Data Availability

• RNA-seq data have been deposited at GEO and are publicly available as of the date of publication. The accession umber is listed in the key resources table. This paper also analyzes existing, publicly available data. Accession numbers for the datasets are listed in the key resources table. All data reported in this paper will be shared by the lead contact upon request. • All original code has been deposited at Github and is publicly available as of the date of publication. Github links are available in the key resources table. • Any additional information required to reanalyze the data reported in this paper is available from the lead contact upon request.

How the deposited data were processed for this re-analysis (not part of the article)

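RNA from tdTomato-labeled TN SST neurons of 4 female and 4 male *Sst-Cre* mice was sequenced by the authors as 1 single-end library per mouse. The authors assigned reads to mouse transcripts (mm10) with kallisto and deposited the estimated counts of each transcript, which need not be whole numbers and are not normalized. The authors also deposited TPM, which kallisto computes from the counts and effective lengths and scales to a sum of 1000000. Each mouse's values came in 2 blocks of the same transcripts, each with its own counts and its own TPM. Estimated counts of both blocks were summed, and the TPM of a gene is the mean over the blocks of the deposited TPM summed over its transcripts, where the design had assumed a single TPM value per transcript.

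Transcripts were joined to genes with GENCODE release M21. Transcripts without a match were left out, with 0.429% to 0.611% of a mouse's counts. Estimated counts per gene were rounded to whole numbers. The sexes were compared in R 4.3.3 with edgeR 4.0.16 and limma 3.58.1 (TMM normalization, the default filter on low counts by sex, quasi-likelihood test, Benjamini-Hochberg adjusted p under 0.05), with sex as the only term. DESeq2 1.42.0 was the alternative test and is the tool the paper names. Log2 CPM values used a prior count of 2. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 was used for joining the values, for exact permutation tests, which are 2-sided, and for plots. With 4 mice against 4, the smallest p an exact test can give is 0.0286. Marker and receptor lists were compared with the fry rotation test, and with camera at its preset correlation of 0.01 as an alternative. Of 13 lists, the Y-linked and the X inactivation and escape lists served to check the sex labels and the other 11 were tested, of which some results are not reported here. *Xist* and *Tsix* were not analysed here and *Kiss1* had too few counts to be tested.

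The genes named in the text were chosen by a rule set before the data were examined, as were the tests and the first set of alternatives. The rule takes each gene the paper names for Flow-Seq, up to 5 autosomal genes per direction with the smallest adjusted p among those whose sexes do not overlap, and each gene of the lists. Only 3 such genes were higher in males. *Gm26992*, *Lars2*, *Cd74* and the other immune genes were chosen after their values were seen. The alternatives were DESeq2, another normalization in edgeR, no filter and a filter of at least 10 counts in at least 4 mice, an offset for average transcript length, a replicate block, autosomal genes alone, and leaving out each mouse in turn. Added later were fits on each block alone, without *Lars2*, with a list mean as a covariate, with an offset for GC content and length (lowess span 0.3), and with counts thinned to the smallest library.

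Totals between 7.83 and 17.6 per mouse, in units of 1000000 counts, gave a limit of detection, taken as 3 counts, of 0.148 to 0.458 CPM. The test was tried on simulated counts with known changes. In situ hybridization, feeding, body composition, adipocyte size, fat transplantation and human tissue data were not analysed here.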

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

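The tests on *Gm26992* and on messenger RNA of *Lars2*, the tests of the MHC class II and interferon-induced genes against the number of microglia, and Dixon's test of the immune genes were chosen only after the result was seen. The *Lars2* tests against ribosomal RNA sequence were set out before their results, but *Lars2* itself was chosen after its values were seen. The depth tests used thinned counts, a setting chosen after seeing the data.

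The mean of *Gm26992*, which the paper does not discuss, was 12.5 CPM in females, against a count of 0 in each male. Of its 468 exon bases, 431, or 92.1%, lie inside exons of *Xist*, and 92.0% of its 31-base stretches are found in *Xist* transcripts when either strand is allowed. Of its 438 stretches of 31 bases, 405 are also found in *Tsix* and 7 in *Tsx*, on either strand. A candidate explanation is that reads of *Xist*, which is expressed in females, were counted on the overlapping gene. Reads of *Tsix*, and a female-specific transcript of *Gm26992* itself, stay open, since *Xist* and *Tsix* were not analysed here and the sequence does not tell them apart. The difference separates the mice as their labels do, and sex is the only biological term of the design.

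*Lars2* held on average 22.0% of the counts of a mouse, and the paper does not discuss it. Its protein-coding transcripts carried 0.0116% of these counts, which argues against its messenger RNA as the source, since 99.99% lay on 2 of its 9 transcripts, annotated as nonsense-mediated decay and retained intron. The number of 31-base stretches that these transcripts share with *mt-Rnr2*, the gene of mitochondrial 16S ribosomal RNA, was 0, and the longest shared stretch was 12 bases, which argues against reads of that sequence. The number shared with the nuclear ribosomal RNA genes *Gm42418*, *AY036118* and *n-R5-8s1* was 0 as well. Nuclear ribosomal RNA sequence inside *Lars2* transcripts still cannot be told apart from other sources, because the 28S ribosomal RNA was not among the reference transcripts used. In units of 1000000 counts *Lars2* lay between 1.64 and 2.68 per mouse, while all other genes together lay between 5.15 and 16.0. Over the 8 mice the log2 counts of both fell against each other (Pearson r = -0.891, exact permutation p = 0.0154; Spearman rho = -0.619, p = 0.115). Without females 2 and 3, the mice farthest from the median, r was -0.218 (exact p = 0.864) and rho -0.0857 (p = 0.919), so the relation rests on those mice. The share did not differ between the sexes, and no biological explanation was tested.

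*Cd74*, the invariant chain of MHC class II and outside the genes the paper discusses, reached 1946 CPM in male 2. It had 876, 10.1, 10.7 and 18.4 CPM in females 1 to 4 and 142, 1946, 193 and 56.9 CPM in males 1 to 4, a 193-fold range, and did not differ between the sexes (adjusted p = 0.653 from edgeR's quasi-likelihood test). The mean log2 CPM of 5 MHC class II genes was 6.91, 1.66, 1.26 and 1.62 in females and 4.64, 8.28, 4.74 and 1.99 in males. Thinning of all libraries to the smallest left a range of 6.49, against 6.43 at full depth, which argues against depth. Relative to the microglia list, the SD of this mean over the 8 mice was 2.17, where single microglia markers had SDs between 0.287 and 0.482, each relative to the mean of the other markers (2-sided exact permutation p = 2.48e-05 from the Pitman-Morgan test of equal variances against *C1qa*, the most variable of them), which argues against the number of microglia as the whole source. The mean of 10 interferon-induced genes also varied, with 5.31, 2.61, 1.42 and 2.46 in females and 4.52, 5.38, 4.64 and 5.95 in males. Its range was 3.76 after thinning and 3.77 before, which argues against depth. Its SD relative to the microglia list was 0.746, not past that of *C1qa* by more than the spread over 8 mice allows (2-sided exact permutation p = 0.259 from the same test), so for these genes the number of microglia cannot be told apart from other sources. For the MHC class II genes, a different state of the immune cells in single mice, or immune cells other than microglia, may contribute, and neither was tested, since every mouse was injected with AAV and the design gives no group without it.

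In 66 groups of 4 mice, over 33 measures, a single mouse lay far from the others in 3 groups by Dixon's test, where chance would give 3.3. Female 1 lay above the other females in the MHC class II mean (6.91) and in *Cd74* (876 CPM), and male 2 above the other males in *Cd74* (1946 CPM). The immune measures were added to this test after their values were seen, and *Cd74* is itself 1 of the 5 MHC class II genes.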

How the results depend on the processing

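The fits on each block, without *Lars2*, with a list mean as covariate, with GC content and length and with thinned counts were chosen after seeing the data, as were the tests of other splits. The cause of the changes given here was not tested unless stated.

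The number of genes that differed between the sexes moved most. It was 24 with edgeR's quasi-likelihood test, 22 with RLE normalization, 32 without a filter, 24 with at least 10 counts in at least 4 mice, and 1052 with DESeq2, where 55.7% were higher in females against 70.8% with edgeR. An offset for average transcript length gave 14 genes, 50% of them higher in females, and autosomal genes alone gave 13 of 14625 tested. Over the fits that each left out 1 mouse it ranged from 8 to 415, with 415 without female 1, 411 without male 1, 10 without female 2, 13 without female 3, 9 without female 4, 13 without male 2, 8 without male 3 and 13 without male 4. Without female 1 or male 1 the fits held all 24 genes, and 7 genes passed in all 8 fits. DESeq2 gave 366 to 2121 genes in the same fits. Of the added fits, the first blocks gave 24 genes, the second 23, DESeq2 on the first blocks 857 and on the second 820, the microglia list mean as covariate 14, the ventromedial list mean as covariate 14 (4 higher in females and 10 in males), and the rest 22 to 26.

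Of the 35 splits of the 8 mice into 4 and 4, the real one included, 2 gave as many genes with edgeR, 2 as many autosomal genes, 2 as many genes with DESeq2 and 2 as many lists. The other split set female 1 with males 2, 3 and 4 and gave 1131 genes (1099 autosomal), 3 lists and, with DESeq2, 1907 genes. The sexes as labeled therefore do not stand alone among the splits in these counts. The other split is that of the sexes with female 1 and male 1 exchanged. It still sets females 2, 3 and 4 against males 2, 3 and 4, so it is not free of sex. Every further split gave 0 genes or 1 with edgeR and up to 225 with DESeq2.

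*Esr1* stayed higher in females under every alternative run, with log2 fold changes of 1.20 to 1.44 with 1 mouse left out, 1.32 to 1.34 with the other alternatives set first and 1.19 to 1.39 with the added ones. Its adjusted p, 0.0167 with edgeR, rose above 0.05 in the fits without female 2 (0.0610), male 2 (0.0727), male 3 (0.0839) or male 4 (0.0674). It also did so with the ventromedial list mean as covariate (log2 fold change 1.19, 0.0839) and with the replicate number as a block (1.33, 0.0683). Over all its alternatives, DESeq2 fits without 1 mouse apart, the adjusted p ran from 4.54e-12 (DESeq2) to 0.0839.

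Of the 8 Y-linked and X-linked genes with values, 4 passed with edgeR, 7 with DESeq2, and 2 to 4 with 1 mouse left out, the lowest without male 3. The number of genes above *Gfap* was 7031, 3109 if required in every mouse, 5357 to 8364 with the other alternatives set first, and 6573 to 8142 with 1 mouse left out. *Sst* ranked 45 by TPM, 236 by CPM, and 43 to 48 with 1 mouse left out. Of 11 lists, 3 passed with fry and 7 with camera, and 0 to 3 with 1 mouse left out, with 0 without female 1, female 4, male 3 or male 4 and 1 without female 2 or female 3. Among the lists reported here, the neuron identity list passed with both tests, the metabolic hormone receptor list with fry alone, and the astrocyte, microglia, ventromedial and immediate early gene lists with camera alone.

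The labels number the mice 1 to 4 in each sex, and nothing pairs them: same-numbered mice deviated from their group means with correlations of -0.396, -0.156, 0.0356 and 0.0719. With the replicate number as a block, edgeR gave 1 gene (2387 at an unadjusted p under 0.05), an *Esr1* log2 fold change of 1.33 (adjusted p = 0.0683), 1 Y-linked gene and 0 lists.

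For 33 single genes, 681 of 782 fits under an alternative kept direction and side of the threshold, 45 lost it, 47 gained it and 9 reversed. The reversed ones were *Gfap* (0.081) and *Nr5a1* (0.33) with the microglia list mean as covariate, *Nr5a1* without male replicate 4 (0.20, with a range of -0.86 to 0.20 over the fits without 1 mouse) *Lepr* with the length offset (0.072), *Gad1* without female replicate 3 (-0.03), without male replicate 4 (-0.057, with a range of -0.057 to 0.19 over the fits without 1 mouse) and with the microglia covariate (-0.18), and *Gad2* without male replicate 4 (-0.0079, with a range of -0.0079 to 0.25) and with the microglia covariate (-0.13); none of these genes passed 0.05 in the main comparison.

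Depth limits weak genes. With 3 counts at 0.148 to 0.458 CPM, levels below this were not detectable. With 4 mice per sex edgeR found 46% of 2-fold changes simulated in genes drawn independently, which the real genes were not.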

Differences from the paper's values

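The comparisons in this part were set before the results were seen, apart from the DESeq2 fits on single blocks and on 7 mice.

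For *Esr1* between females and males, the paper's adjusted p is 2.4e-08 when rounded, and edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment gave 0.0167. With DESeq2, the tool the paper names, it was 4.54e-12. None of the alternatives set before the data were examined closed the gap. DESeq2 fits on a single block, or without 1 mouse, chosen after seeing the values, gave between 1.97e-15 and 7.67e-09 and did not reach it either. The paper's statistic of 6.736 gives a 2-sided p of 1.63e-11 as a normal deviate and 0.00945 as a chi-square with 1 degree of freedom, so the paper's adjusted p fits the scale of a normal deviate, on which DESeq2 gave 7.88 here.

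The log2 fold change of *Kdm5d* is about -1.1 in Fig. 4B, read by eye, and was -2.08 here. None of the alternatives set before the data were examined closed the gap, with values from -2.37 to -1.90.

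The paper describes numerous genes that differ between the sexes. The number was 24 with edgeR's quasi-likelihood test and 1052 with DESeq2. The legend of Fig. 4B names a Y-linked gene *Ddx2y* where the panel prints *Ddx3y*, and *Ddx3y* was used here.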

Other observations

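The tests of *Esr1* and of the marker lists in this part were chosen only after the fold changes of single genes had been seen, and so was the test of the sex labels.

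A mislabeled mouse could have lowered or raised the number of genes that differ between the sexes. The lowest male had 102 CPM of *Ddx3y* and the highest female 0.197 CPM, which argues against it. Even so, 1 of the 35 splits of the mice, female 1 with males 2, 3 and 4, gave more genes than the sexes did, 1131 against 24, and leaving out female 1 or male 1 raised the count between the sexes to 415 or 411. The mean log2 CPM of the microglia list was 7.54, 5.86, 4.90 and 6.49 in females 1 to 4 and 6.21, 8.36, 7.60 and 8.36 in males 1 to 4, so female 1 lay above the other females and male 1 below the other males. With this mean as a covariate, which was chosen after seeing the data, the count fell to 14 genes (1156 at an unadjusted p under 0.05, against 3121 without it), where removing a source of the spread within each sex would have raised it. The fit does not decide what made the spread, since all 5 microglia genes were also higher in males and the covariate overlaps with sex. The first principal component of all genes held 43.3% of the variance. Its scores were -15.1, 40.1, 64.0 and 32.7 in females 1 to 4 and 13.4, -63.3, -23.1 and -48.8 in males 1 to 4. By sign they form the same groups as the split with 1131 genes. Its largest loadings held *Ddx3y* (-0.0730) and *Gm26992* (0.0537) as well as immune genes such as *Cd74* (-0.0504). The scores describe the spread and do not tell its source.

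Several explanations of the higher *Esr1* level in females were weighed. With an offset for GC content and gene length in each library the adjusted p was 0.0179, and with all libraries thinned to the smallest it was 0.0127 (edgeR's quasi-likelihood test), which argues against either as the whole cause. Over its alternatives, DESeq2 fits without 1 mouse apart, the adjusted p of *Esr1* ran from 4.54e-12 to 0.0839. Relative to the mean of *Snap25*, *Syt1* and *Rbfox3*, *Esr1* was still higher by 0.76 (log2) in females (2-sided exact permutation p = 0.0286). Every female lay above every male, though narrowly, with -2.24 in female 3 and -2.27 in male 4. The difference argues against more neuronal RNA as the whole cause. More ventromedial nucleus neurons among the sorted female cells cannot be told apart from a higher level per cell. With the mean of the ventromedial list as a covariate the adjusted p of *Esr1* was 0.0839 with a log2 fold change of 1.19, and relative to that list *Esr1* was higher by 0.46 with overlap between the sexes (exact p = 0.286). Of the 7 genes of that list, *Nr5a1*, a marker of the ventromedial nucleus, was the 1 not higher in females, with means of 3.15 CPM in females and 4.29 CPM in males (log2 fold change -0.44, adjusted p = 0.708 from edgeR) and -1.66 with the list mean as covariate (adjusted p = 0.101). It goes against more of these neurons in females, but with 15 to 71 counts per mouse and a range of -0.86 to 0.20 over the fits without 1 mouse it does not exclude them. Both the receptor level and the cells sampled could therefore contribute, and sex itself remains the biological term of the design. With a reporter in *Esr1-Cre* mice, the paper found no sex difference in the share of *Sst* cells labeled. It did not detect the receptor protein by antibody. The reporter result counts labeled cells and does not measure the RNA level, and neither experiment was analysed here.

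The neuron identity list was higher in females. A lower share of neuronal RNA in the male libraries is a candidate explanation, since all 5 astrocyte and all 5 microglia genes were higher in males. *Gad1* and *Gad2*, which GABAergic neurons of the same list express, rose by only 0.06 and 0.12 (log2), and *Snap25*, *Syt1* and *Rbfox3* rose by 0.46 more than they did (2-sided exact permutation p = 0.0571, with overlap between the sexes), which leaves it open. The list's genes are expressed by the sorted cells themselves, and *Sst* was used to mark them.

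The list of adipokine and metabolic hormone receptors was lower in females, with 3 of 10 genes higher (median log2 fold change -0.30, adjusted p = 0.0444 from fry but 0.0784 from camera), and none of its genes passed 0.05 alone with edgeR when adjusted over all genes tested. Its mean log2 CPM per mouse overlapped between the sexes (2-sided exact permutation p = 0.114). A difference in the cells sampled was not separated from one in level per cell for this list. The receptors in it for leptin, ghrelin and GLP-1, *Lepr*, *Ghsr* and *Glp1r*, had log2 fold changes of -0.43, -0.68 and -0.83 (adjusted p = 0.355, 0.105 and 0.113 from edgeR), and *Lepr* turned to 0.072 with an offset for transcript length. With DESeq2's Wald test the adjusted p was 0.0155 for *Ghsr* and 0.00808 for *Glp1r*, and over all their alternatives, those run with edgeR included, it ran from 0.0155 to 0.392 and from 0.00316 to 0.374. The immediate early gene list, with 2 of 8 genes higher in females and a median log2 fold change of -0.48, did not pass with fry (adjusted p = 0.101) but did with camera (adjusted p = 0.00957). This receptor list lost the threshold in at least 4 of the 8 fits that left out 1 mouse, which held 0 lists without female 1, female 4, male 3 or male 4. Of the 78 genes tested from all lists, the label-check lists included, 5 passed 0.05 over all genes tested and 27 when adjusted over the list genes alone. The 5 were *Ddx3y*, *Eif2s3y*, *Uty*, *Kdm5d* and *Esr1*. The 27 held all 8 Y-linked and X-linked genes that served to check the sex labels.

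If more *Esr1* in females came with higher estrogen receptor activity, genes that estrogens induce in the hypothalamus would be higher in females. Of 7 genes listed as such 2 were higher, with a median log2 fold change of -0.19 and an adjusted p of 0.0843 from fry, lower in females, which does not decide it. That estrogens induce each of them in these cells was taken from the list and not tested. A gene lower in females therefore need not go against the hypothesis. *Greb1* and *Pdyn* were lower in every female than in every male (log2 fold changes -1.02 and -0.88, adjusted p = 0.0912 and 0.0570 from edgeR), and *Tac1* was higher in every female (1.05, adjusted p = 0.0798). With DESeq2's Wald test all 3 passed (adjusted p = 0.00468 for *Greb1*, 2.51e-06 for *Pdyn* and 0.00109 for *Tac1*), and they went both ways. With edgeR, *Pdyn* also passed without a filter (0.0284), with the length offset (0.0393), without female 1 (0.0370), male 1 (0.0441) or male 2 (0.00471), and on the first blocks (0.0371). Over all alternatives of both tools the adjusted p ran from 0.00468 to 0.232 for *Greb1*, from 8.21e-07 to 0.192 for *Pdyn* and from 0.00109 to 0.217 for *Tac1*. The stage of the estrous cycle was not used here, so this hypothesis stays untested beyond the list.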
